# Murine neuronatin deficiency is associated with a hypervariable food intake and bimodal obesity

**DOI:** 10.1038/s41598-021-96278-8

**Published:** 2021-09-02

**Authors:** Irene Cimino, Debra Rimmington, Y. C. Loraine Tung, Katherine Lawler, Pierre Larraufie, Richard G. Kay, Samuel Virtue, Brian Y. H. Lam, Luca Fagnocchi, Marcella K. L. Ma, Vladimir Saudek, Ilona Zvetkova, Antonio Vidal-Puig, Giles S. H. Yeo, I. Sadaf Farooqi, J. Andrew Pospisilik, Fiona M. Gribble, Frank Reimann, Stephen O’Rahilly, Anthony P. Coll

**Keywords:** Genetics, Molecular biology, Neuroscience, Physiology

## Abstract

Neuronatin (*Nnat*) has previously been reported to be part of a network of imprinted genes downstream of the chromatin regulator Trim28. Disruption of Trim28 or of members of this network, including neuronatin, results in an unusual phenotype of a bimodal body weight. To better characterise this variability, we examined the key contributors to energy balance in *Nnat*^+*/−p*^ mice that carry a paternal null allele and do not express *Nnat*. Consistent with our previous studies, *Nnat* deficient mice on chow diet displayed a bimodal body weight phenotype with more than 30% of *Nnat*^+*/−p*^ mice developing obesity. In response to both a 45% high fat diet and exposure to thermoneutrality (30 °C) *Nnat* deficient mice maintained the hypervariable body weight phenotype. Within a calorimetry system, food intake in *Nnat*^+*/−p*^ mice was hypervariable, with some mice consuming more than twice the intake seen in wild type littermates. A hyperphagic response was also seen in *Nnat*^+*/−p*^ mice in a second, non-home cage environment. An expected correlation between body weight and energy expenditure was seen, but corrections for the effects of positive energy balance and body weight greatly diminished the effect of neuronatin deficiency on energy expenditure. Male and female *Nnat*^+*/−p*^ mice displayed subtle distinctions in the degree of variance body weight phenotype and food intake and further sexual dimorphism was reflected in different patterns of hypothalamic gene expression in *Nnat*^+*/−p*^ mice. Loss of the imprinted gene *Nnat* is associated with a highly variable food intake, with the impact of this phenotype varying between genetically identical individuals.

## Introduction

Genomic imprinting is the mechanism by which a gene is expressed only by one parental allele, while the other allele is silenced through epigenetic modification^1^. Imprinted genes have an essential role in embryonic development and postnatal growth and are increasingly recognised to influence metabolism beyond early life, with involvement in energy homeostasis and body weight composition into adulthood (reviewed by^2,3^).There is also strong evidence that imprinted genes have a role in higher cognitive processes, reward-based processing and behavioural phenotypes^4^.

Neuronatin (*Nnat*) is an imprinted gene transcribed exclusively from the paternal allele. It is located in a micro-imprinted genomic locus situated within the first intron of another imprinted gene, *Blcap* (Bladder Cancer Associated Protein)^5^.

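In the GENCODE annotation of GRCm38, *Nnat* (ENSMUSG00000067786) lies on chromosome 2 from 157560078 to 157562522, on the plus strand. *Blcap* (ENSMUSG00000067787) lies on chromosome 2 from 157556362 to 157571274, on the minus strand, and spans the whole of *Nnat*. Of the 6 annotated *Blcap* transcripts, 2 hold *Nnat* inside intron 1, which runs from 157558328 to 157566219 in one of them and to 157566247 in the other. Another transcript, of 3 exons, holds *Nnat* inside intron 2, from 157558328 to 157570621. The other 3 transcripts hold it in no intron.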

*Nnat* was first described in studies of the developing brain^6,7^. In adult hypothalamic nuclei expression is influenced by metabolic status^8^ and recognised to be downregulated in obese *ob/ob* and *db/db* mice^9,10^. Subsequent reports have shown expression in several peripheral sites including pituitary, pancreas and adipocytes^11–13^, although the physiological and cellular role of *Nnat* at these sites remains to be fully determined. Nnat has been characterised and reported to be an amphiphilic membrane proteolipid highly homologous to mammalian sarcoplasmic protein Phospholamban (Pln) and yeast protein PM1^14–16^. However, this model was based on a sequence alignment where the Nnat amino acid sequence was written backwards and, in an effort to obtain maximal similarity, a number of gaps were introduced^17^.

We have reported *Nnat* to be one of a subset of paternal expressed genes downregulated in obese mice haploinsufficient for *Trim28*, the gene encoding the chromatin-interacting protein TRIM28^18^. Haploinsufficient *Trim28* mice display a bimodal body weight phenotype, emerging into adulthood as either obese or normal body weight. Further, we have described that mice inheriting a null *Nnat* allele from their father (*Nnat*^+*/−p*^) also exhibit a bimodal body weight, with around a quarter of adult *Nnat*^+/−p^ mice having an increase in body weight characterised by a higher fat mass^18^. A more recent study using an independent C57BL/6J mouse line deficient in *Nnat* did not report a body weight phenotype but did describe how loss of *Nnat* impaired glucose-stimulated insulin secretion, with a putative role for neuronatin in facilitating processing of pre-proinsulin^19^. However, in a follow up study of mice carrying the same mutant allele, adult *Nnat*^+/−p^ mice did display a bimodal body weight phenotype, albeit one with a subpopulation of lean, as opposed to obese, mice^20^. Intriguingly, when the mutant allele was studied in a 129S2/Sv background, mice deficient in *Nnat* displayed both postnatal growth restriction with diminished adiposity and an obesity phenotype in adulthood.

These results indicate that although a loss of *Nnat* can impact upon body weight, a full understanding of the physiological function of neuronatin still remains elusive. To further investigate the role of *Nnat* in feeding behaviour and body composition we have undertaken phenotypic characterisation of *Nnat* null animals rederived into a second, independent centre distinct from the site in which our original studies were undertaken. We also performed transcriptomic analysis of hypothalamic tissue and peptidomic analysis of pancreatic tissue from *Nnat* null animals.

## Results

### *Nnat* deficient mice have a highly variable body weight phenotype that persists on a high fat diet and at thermoneutrality

Previous reports have shown global loss of *Nnat* affects both early growth and final adult body weight^18,20,21^. We measured the body weight of *Nnat*^+*/−p*^ and *Nnat*^+*/*+^ mice from weaning and found that during the early postnatal period (4–6 weeks), male *Nnat*^+*/−p*^ mice had both a significant reduction in mean body weight and a significant increase in body weight variance (Fig. 1A, Supplementary Fig. 1A). Interestingly, in female mice at this time point there were no significant differences in body weight mean or variance (Fig. 1B, Supplementary Fig. 1B). By around 9 weeks old, *Nnat*^+*/−p*^ mice matched the mean body weight of their *Nnat*^+*/*+^ littermates. By 12 weeks of age, there was a significant increase in the variance of body weight in *Nnat*^+*/−p*^ mice compared to *Nnat*^+*/*+^ mice (Supplementary Fig. 1C,D). 35% of *Nnat*^*+/−p*^ males and 33% of *Nnat*^+*/−p*^ females developed obesity (defined as greater than 2 standard deviation (SD) of *Nnat*^+*/*+^ mean) (Supplementary Fig. 1C, D), while the remaining mice displayed a body weight similar to *Nnat*^+*/*+^.

**Figure 1:**
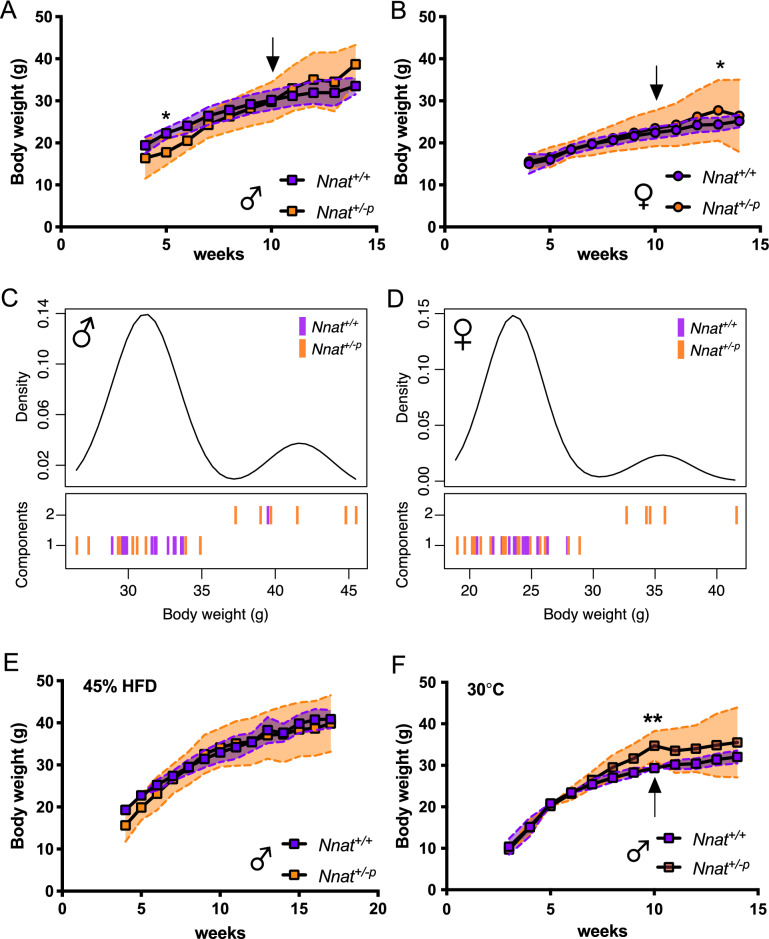
*Nnat* deficient mice have a highly variable body weight phenotype. Body weight over time of *Nnat*^+*/*+^ and *Nnat*^+*/−p*^ (**A**) male and (**B**) female mice on standard chow diet (at least 7 mice were included in each time point per genotype). Black arrow indicating time of the initiation of single housing. Mclust clustering showed significant variance of body weight at 12 weeks of age between *Nnat*^+*/*+^ and *Nnat*^+*/−p*^ male (**C**) and females (**D**) mice (male; *Nnat*^+*/*+^ (n = 19), Nnat^+*/−p*^ (n = 17): females; *Nnat*^+*/*+^ (n = 16), *Nnat*^+*/−p*^ (n = 21)). (**E**) Body weight over time of *Nnat*^+*/*+^ and *Nnat*^+*/−p*^ male mice fed 45% HFD (at least 7 mice at each time point per genotype). (**F**) Body weight over time of *Nnat*^+*/*+^ and *Nnat*^+*/−p*^ male mice at thermoneutral condition (30 °C) fed on standard chow diet (at least 7 mice at each time point per genotype). Black arrow indicating time of the initiation of single housing. Data are expressed as mean (square-circle points) ± SD (dotted lines), *P < 0.05; **P < 0.01, 2-way ANOVA with multiple comparison.

We also applied an unbiased model-based clustering approach^22^ to the body weight data of 12 weeks old mice to assess whether they were best fitted by either a single Gaussian or a mixture of normal distribution. This analysis indicated that the body weight data of mice were best modelled by bimodal distributions, in both males and females. Importantly, the *Nnat*^+*/−p*^ animals were highly enriched in the cluster comprising obese mice (Fig. 1C,D).

Previous reports have suggested that variability in body weight seen in *Trim28* haploinsufficient mice may be linked to environmental factors such as ambient temperature and diet. To determine if such factors may influence the magnitude and frequency of obesity in *Nnat*^+*/−p*^ mice, we studied body weight responses of additional, independent cohorts of *Nnat*^+*/−p*^ male mice under two different conditions: 45% high fat diet (HFD) and thermoneutrality (30 °C).

In the HFD experiment, mice were switched at 4 weeks of age from a standard chow diet to 45% HFD and kept on this regimen for 3 months with body weight measured weekly (Fig. 1E). Again, in this male cohort, in the early post-natal period *Nnat*^+*/−p*^ mice showed reduced body weight and increased variance compared to wild type (Supplementary Fig. 2A, B) and at 12 weeks of age, *Nnat*^+*/−p*^ mice displayed a clear increased variance in body weight compared to *Nnat*^+*/*+^ (Supplementary Fig. 2C). Of note, when compared to chow, the overall impact of the 45% HFD on mean body weight at 12 weeks was minimal. Wild type mice had a modest increase in mean body weight (mean ± SEM, chow vs 45%HFD, 31.5 ± 0.4 g vs 34.3 ± 0.7 g) while in *Nnat*^+*/−p*^ mice there was no change (mean ± SEM, chow vs 45% HFD 35.8 ± 1.7 g vs 35.5 ± 2.0 g); these differences were not significant by 2-way ANOVA. We performed again the unbiased model-based clustering approach previously done, but in this case, we could not detect a clear bimodal distribution in *Nnat*^+*/−p*^ mice (Supplementary Fig. 2D). However, when we used a pre-imposed 2 clusters model for the analysis, we could still see an enrichment of *Nnat*^+*/−p*^ mice among the heaviest mice.

In the higher ambient temperature experiment, mice fed on standard chow were weaned at 4 weeks of age into a thermoneutrality cabinet (30 °C) and followed for 3 months (Fig. 1F). No body weight differences were found in postnatal stage (5–6 weeks) between *Nnat*^+*/−p*^ and *Nnat*^+*/*+^ mice (Fig. 1F). The body weight of *Nnat*^+*/−p*^ mice began to differentiate from *Nnat*^+*/*+^ mice at around 8 weeks of age. At 10 weeks old, almost all *Nnat*^+*/−p*^ mice (85%) displayed heavier body weight than *Nnat*^+*/*+^ (Fig. 1F, Supplementary Fig. 2E). Although the cohort size in this study was small, the variance in body weight *Nnat*^+*/−p*^ mice was larger than in *Nnat*^+*/*+^ mice (Supplementary Fig. 2E). Indeed, the model-based clustering analysis gave two clear components present both at 10 and 12-weeks of age, and again *Nnat*^+*/−p*^ mice were enriched among the obese group (Supplementary Fig. 2F, G).

We conclude that the body weight hypervariability observed in *Nnat*^+*/−p*^ mice on chow is maintained both on a high fat diet and at thermoneutrality.

### *Nnat* loss causes hypervariable food intake

In order to investigate the causes of the bimodal obesity phenotype in the *Nnat*^+*/−p*^ mice we performed indirect calorimetry experiments (Meta Trace) to simultaneously measure food intake (FI) and energy expenditure (EE).

To attempt to reduce the impact of the calorimetry environment itself on measured variables we acclimatised mice by singly housing them for 2 weeks (between 10 and 12 weeks of age) in identical cages to those which form the housing component of the calorimetry system. We observed only small changes in body weight in both male and female *Nnat*^+*/*+^ mice during the 48 h calorimetry run (dBW_males_ 0.5 ± 0.6; dBW_females_ − 0.2 ± 1.5 g) (Fig. 2A,B). However, even with this acclimation procedure, over the 48 h period of calorimetry analysis, as a genotype group the male *Nnat*^+*/−p*^ mice gained 2.5 ± 2.0 g (mean ± SEM) while the female mice gained 2.4 ± 2.3 g (Mann–Whitney Test for dBW: *Nnat*^+*/*+^ vs *Nnat*^+*/−p*^: *P* value_males_ = 0.0001; *P* value_females_ = 0.0003) (Fig. 2A,B). Strikingly, during the calorimetric run not only was the mean weight gain greater in *Nnat*^+*/−p*^ mice, but also there was a greater variance in body weight gain in *Nnat*^+*/−p*^ mice than in wild type controls (Levine Test for dBW: *Nnat*^+*/*+^ vs *Nnat*^+*/−p*^: *P *value_males_ = 0.001; *P *value_females_ = 0.17).

**Figure 2:**
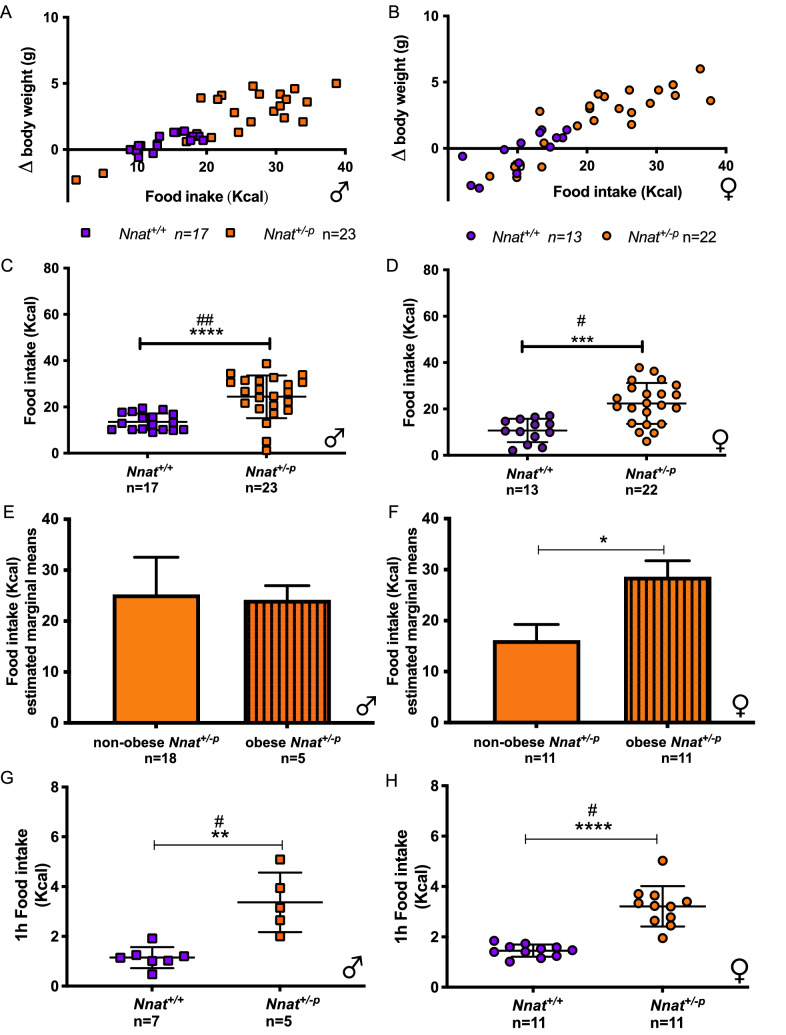
*Nnat* loss affects food intake. Change in body weight plotted against food intake over 48 h in calorimetry system in male (**A**) and female (**B**) mice fed on standard chow diet. Total food intake in *Nnat*^+*/*+^ and *Nnat*^+*/−p*^ male (**C**) and female (**D**) mice over 48 h in calorimetry system. ANCOVA analysis of the food intake over 48 h in calorimetry system in males (**E**) and females (**F**). Total caloric intake in the re-feeding protocol in male (**G**) and female (**H**) mice fed condensed milk. Data are expressed as mean ± SD, *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001 for Mann–Whitney test and ^#^*P* < 0.05; ^##^*P* < 0.01 for Levine's test.

There was also a very clear phenotype seen in the food intake of the *Nnat*^+*/−p*^ mice. While male and female wild type mice ate 4.5 ± 0.3 g and 3.2 ± 0.5 g (mean ± SEM, respectively) over the 48 h period, food intake in both male and female *Nnat*^+*/−p*^ mice was hypervariable, with some mice eating more than twice the amount of their wild type littermates, others matching wild type intake and a small number consuming less (Fig. 2C,D). We divided the *Nnat*^+*/−p*^ mice into groups based on their average body weight during calorimetry, making a binary split between those with a body weight 2 standard deviations (SD) greater than the mean of the *Nnat*^+*/*+^ controls labelled “obese”, and those below labelled “non obese”. We found that in female mice, the obese *Nnat*^+*/−p*^ exhibited a greater hyperphagic response in the calorimetry environment than the non-obese *Nnat*^+*/−p*^ (Fig. 2F). In the males this effect was not evident (Fig. 2E), but the distribution of non-obese and obese *Nnat*^+*/−p*^ mice was uneven (18 non obese to 5 obese) whereas the females showed an even 11:11 split. Overall, it appeared that the bimodal weight gain in the calorimeters was both associated with, and showed similar characteristics to, the body weight changes observed in the *Nnat*^+*/−p*^ mice outside of the calorimetry environment, with some differences between males and females.

Positive energy balance has an energetic cost associated with the thermic effect of feeding. As such, we found strong correlations between food intake, weight gain and energy expenditure across the wild type and *Nnat*^+*/−p*^ mice during the 48 h calorimetry runs. In addition, we found the expected and well-established correlations between body weight and energy expenditure (Fig. 3A,B).

**Figure 3:**
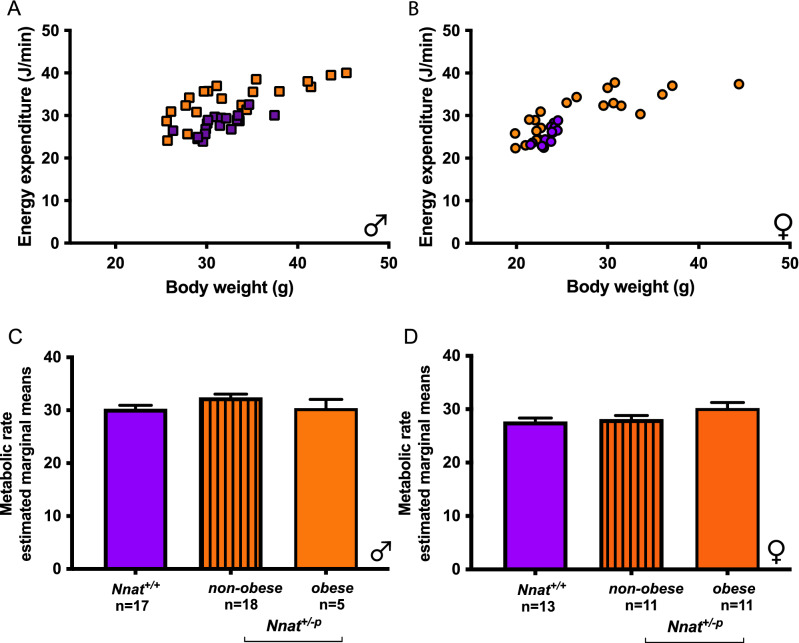
*Nnat* loss affects energy expenditure. Energy expenditure in *Nnat*^+*/*+^ and *Nnat*^+*/−p*^ males (**A**) and female (**B**) mice plotted against body weight (average over time in calorimetry system, mice fed on standard chow diet), wild type blue, *Nnat*^*+/−p *^orange. Comparison of metabolic rate corrected for body weight and dBW using ANCOVA: in male (**C**) and female (**D)** mice. Data are expressed as mean ± SE, *P < 0.01.

We attempted to correct for the effects of positive energy balance and body weight. To do so we performed an ANCOVA using both body weight (BW) and change in BW (dBW) as covariates. Both dBW and BW were highly significant predictors of EE. Doing so completely eliminated the effects of *Nnat*^+*/−p*^ on energy expenditure in females, with wild types as well as non-obese and obese *Nnat*^+*/−p*^ mice showing the same metabolic rate (Fig. 3D). In the males there was a small increment in metabolic rate in the non-obese *Nnat*^+*/−p*^ mice (Fig. 3C). This increased metabolic rate could explain some of the difference between *Nnat*^+*/−p*^ non-obese and obese groups, however in terms of absolute values, *Nnat*^+*/−p*^ obese mice exhibited 62% more food intake during the calorimetry runs, 27% more energy expenditure and only a 7% lower metabolic rate compared to *Nnat*^+*/−p*^ non-obese mice, suggesting changes in a metabolic rate were only playing a small role in any phenotype (Supplementary Fig. 3A-J). Additionally, it was notable the obese *Nnat*^+*/−p*^ group had an identical metabolic rate to the wild-types.

A small cohort of chow fed mice raised at thermoneutrality were also studied in the calorimetry system at 11–12 weeks of age (Supplementary Fig. 2H,I). Although the pattern of energy expenditure against body weight looked to follow a similar pattern as that seen in mice studied at room temperature, the number of data points was too small to support two covariates or split into “non-obese” or “obese” groups, limiting any further detailed analysis.

Finally, to further study the effects of *Nnat* loss on appetitive behaviour, we examined food intake in a separate cohort in a second experimental paradigm, a ‘non-home cage’ environment to which they had been acclimatised in a fed state beforehand. We fasted *Nnat*^+*/*+^and *Nnat*^+*/−p*^ mice overnight, then introduced individual mice into the Zantiks unit (body weight in Supplementary Fig. 4A,B), where a choice of full fat or light version of condensed milk were freely available. Refeeding consumption was monitored for 1 h. Both male and female *Nnat*^+*/−p*^ mice had a higher total caloric intake (full fat + light, low fat condensed milk Kcal) compared to their *Nnat*^+*/*+^ counterpart controls (Fig. 2G,H). Both male and females *Nnat*^+*/−p*^ mice had a greater intake of the full fat condense milk and light milk compared to *Nnat*^+*/*+^ control mice (Supplementary Fig. 4C,D,E,F).

### *Nnat* loss increases activity levels

In a subset of the chow-fed mice cohort which underwent Meta Trace analysis at room temperature, locomotor activity of the mice was also recorded during the 48 h spent within the calorimetry apparatus. Female *Nnat*^+*/−p*^ mice were more active compared to *Nnat*^+*/*+^ mice (Supplementary Fig. 5B,D), while an increase that did not reach statistical significance was observed in males (Supplementary Fig. 5A,C). The body weight distributions of this subset of analysed mice were comparable with the whole cohort (Supplementary Fig. 5E, F).

### Obese *Nnat* deficient mice have an increase in fat mass

The cohort of chow fed mice studied in the Meta Trace subsequently underwent time domain nuclear magnetic resonance (TD-NMR) analysis. In both sexes, there was an increase in mean fat mass in *Nnat*^+*/−p*^ mice compared to their *Nnat*^+*/*+^ counterparts, though it failed to reach statistical significance in the males (*Nnat*^+*/*+^ vs *Nnat*^+*/−p*^: *P* value_*males*_ = 0.14; *P* value_females_ = 0.03) (Fig. 4A,B). As was seen with body weight, the variance of the fat mass distributions was significantly increased in both male and female *Nnat*^+*/−p*^ mice (Fig. 4A,B).

**Figure 4:**
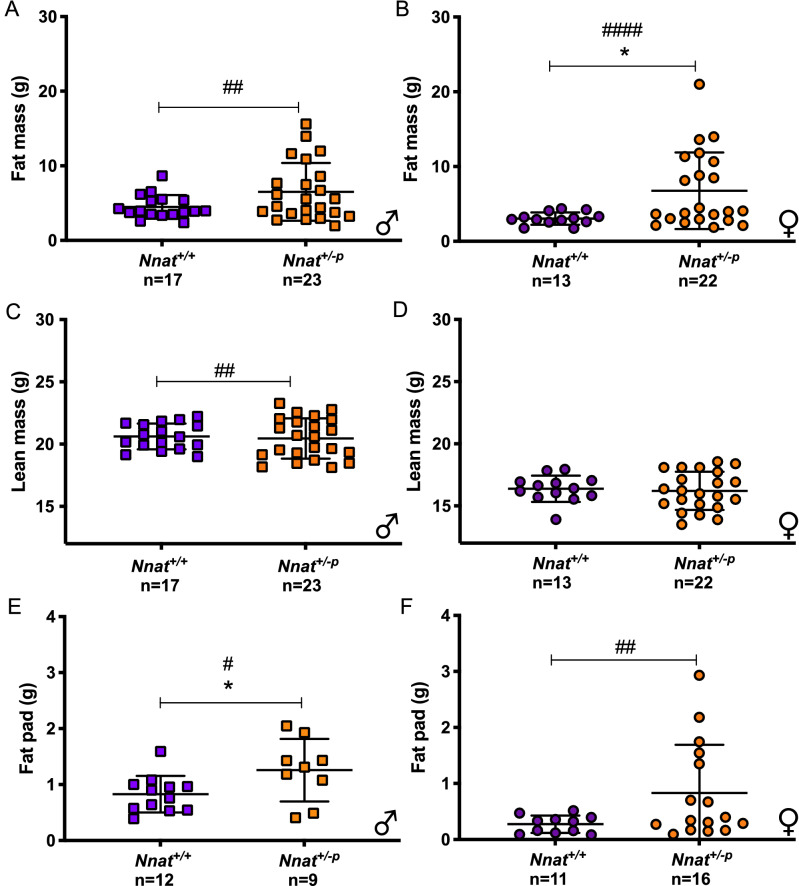
*Nnat* deficient mice display higher fat mass. Body composition analysis of fat and lean mass by TDNMR of male (**A**,**C**) and female (**B**,**D**) *Nnat*^+*/*+^ and *Nnat*^+*/−p*^ mice at 12–13 weeks of age fed on standard chow diet. Weight of inguinal fat pad in male (**E)** and female mice (**F**). Data are expressed as mean ± SD, *P < 0.05 for Mann–Whitney test and ^#^*P* < *0.05*, ^##^*P* < 0.01, ^###^*P* < 0.001 for Levine's test.

Mean lean mass by TD-NMR was similar between *Nnat*^+*/−p*^ and *Nnat*^+*/*+^ mice for both sexes, but a significant increase and a trend of increase in variance was seen in male and female *Nnat*^+*/−p*^ mice, respectively (Fig. 4C,D).

The increase in fat mass was confirmed by analysis of fat pad mass in an independent cohort of chow fed mice. Mean gonadal fat pad mass was significantly increased in male *Nnat*^+*/−p*^ compared to wild type mice (Fig. 4E), while the difference between genotypes in female mice just failed to reach significance (*Nnat*^+*/*+^ vs *Nnat*^+*/−p*^: *P* value_females_ 0.08, Fig. 4F). Once again, in this cohort, the variance in fat pad mass between *Nnat*^+*/−p*^ and wild type was increased in both *Nnat*^+*/−p*^ sexes (Fig. 4E,F). Mean brown adipose tissue (BAT) mass from interscapular region was similar between genotypes for both sexes, but again in *Nnat*^+*/−p*^ female mice we recorded an increase of variance (Supplementary Fig. 5G,H). We concluded that the difference in body weight between genotype was driven primarily by an increased fat mass in *Nnat*^+*/−p*^ mice.

Consistent with their increased and more variable adiposity, circulating levels of leptin were higher and more variable in *Nnat*^+*/−p*^ mice when compared to wild type littermates (Supplementary Fig. 5I,J).

TD-NMR analysis performed at 11–12 weeks in a small cohort of the chow-fed male mice raised at thermoneutrality also indicated that the difference in body weight in *Nnat*^+*/−p*^ mice was driven by increased fat mass and increased variance of fat mass, while the lean mass was unchanged from *Nnat*^+*/*+^ littermates (Supplementary Fig. 2J,K).

### Transcriptomic analysis of PVN and ARC in *Nnat* deficient mice

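The PVN and the ARC were cut by laser from hypothalamic sections of mice aged 13 to 14 weeks, and RNA from each mouse and nucleus was made into 1 sequencing library. The deposited data are the authors' counts of reads on each gene, as whole numbers and without normalization, for 53379 Ensembl genes in 53 libraries. The paper's text does not state the aligner, the annotation release used in counting or whether the strand was used. Libraries are named here by their condition and by the replicate number of the deposited labels, which runs from 1 to 53. The chow-fed male PVN was measured in 3 *Nnat*+/+, 3 non-obese *Nnat* +/-p and 4 obese *Nnat* +/-p mice, with 2268021 to 6139659 counts per library. On a 45% high-fat diet (HFD), the male PVN was measured in 6 *Nnat*+/+ and 3 *Nnat* +/-p mice, with 5582716 to 8560199 counts. The chow-fed female PVN was used from 4 *Nnat*+/+, 3 non-obese and 3 obese *Nnat* +/-p mice, with 6219365 to 30228973 counts. The chow-fed male ARC was used in 2 *Nnat*+/+, 4 non-obese *Nnat* +/-p and 4 obese *Nnat* +/-p libraries, with 1479953 to 7456122 counts. Of the non-obese ones, replicates 39 and 40 carry 1 labelled weight, 34.3 g, which only 1 PVN library carries, so they are 3 or 4 mice, and the paper's Supplementary Fig. 6D plots 3. The HFD-fed male ARC was measured in 6 *Nnat*+/+ and 4 *Nnat* +/-p mice, with 2838121 to 18058097 counts. The library labelled replicate 32 was not used, because its label and the table that holds it name different nuclei. Counts were normalized by edgeR's TMM method and are given as CPM, each library's counts divided by its normalized total, with the standard deviation (SD) over libraries. Each nucleus and sex was fitted on its own, over the genes that edgeR's filterByExpr kept at a minimum count of 10. Genes were called differentially expressed at an adjusted p under 0.25, the paper's threshold. The same RNA was amplified before sequencing and the counts carry no molecular identifiers, so intervals and floors cover counting error only. *Nnat* in every library was compared with the labelled genotype. Without TMM factors, it lay between 224 and 584 CPM in the *Nnat*+/+ libraries used and between 0.268 and 13.7 CPM in the *Nnat* +/-p libraries used.

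**Figure D1:**
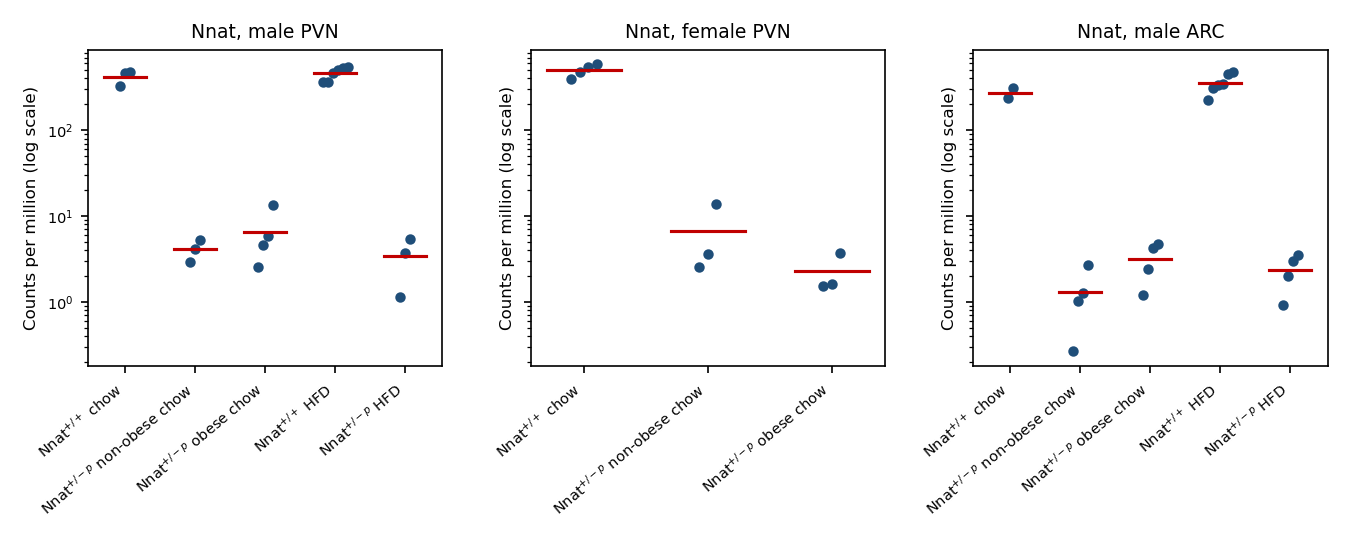
CPM of *Nnat* on a log scale in the male PVN, the female PVN and the male ARC, by genotype, weight group and diet, where each point is 1 library and the red line is the mean of the group. In the male PVN the *Nnat*+/+ libraries lie between 326 and 549 CPM and the *Nnat* +/-p libraries between 1.15 and 13.5 CPM.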

To further explore at the molecular level how *Nnat* deficiency may contribute to the hypervariable phenotypes seen, we performed RNA sequencing from laser-capture micro dissected paraventricular nucleus (PVN) and arcuate nucleus (ARC) and compared the transcriptome between *Nnat*^+*/−p*^ mice and their *Nnat*^+*/*+^ littermates in different feeding conditions.

We performed an analysis of three subgroups: *Nnat*^+*/*+^ (all non-obese), *Nnat*^+*/−p*^ non-obese, and *Nnat*^+*/−p*^ obese mice and combined two approaches to identify differences in hypothalamic gene expression between subgroups (Supplementary Fig. 6A,B; see “Material and methods” section).

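In the PVN of chow-fed males, 15618 genes were tested for any difference between the 3 subgroups with edgeR's quasi-likelihood test of both group coefficients. At an unadjusted p under 0.01, 69 genes differed, where 156 would be expected by chance. Each of these genes was then assigned to genotype (*Nnat*+/+ against both *Nnat* +/-p subgroups) or to obesity (obese *Nnat* +/-p against the other 2 subgroups), by whichever division left the smaller residual sum of squares of log2 CPM. Genotype took 49 of the 69 genes, or 71% (95% Wilson interval over genes, 59.4% to 80.4%), and obesity took 20. Genes are not independent of each other, so this interval covers counting of genes and not the spread between mice. With each mouse left out in turn, the genotype share lay between 59.5% and 77.3%. The setting that moved it most was hierarchical clustering of the same genes, with each cluster assigned as a whole, which placed 66 genes with genotype and 3 with obesity (95.7%). In 74 of 100 random regroupings of the mice, the real one included, at least as many genes passed.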

In the PVN of chow-fed males, among genes showing any difference between the three subgroups (with nominal *P* < 0.01, Likelihood Ratio Test) the largest gene expression modules (WGCNA, see “Material and methods” section) were associated with *Nnat* genotype, independently of obesity (69 genes in modules mP1, mP3; Supplementary Table 1A, Supplementary Fig. 6C).

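Among the genes tested in the chow-fed male PVN, 4 were called between obese *Nnat* +/-p and *Nnat*+/+ mice, of which 2 were higher and 2 lower in *Nnat* +/-p, and 549 had an unadjusted p under 0.05. *Glp1r* (ENSMUSG00000024027, chromosome 17 of GRCm38 from 30901817 to 30940791) was 20.7 ± 5.08 CPM (SD, n = 4) in obese *Nnat* +/-p, 8.67 ± 1.75 (SD, n = 3) in non-obese *Nnat* +/-p and 1.32 ± 1.02 (SD, n = 3) in *Nnat*+/+ mice. In obese *Nnat* +/-p the log2 fold change against *Nnat*+/+ was 3.92 (standard error 0.68, adjusted p = 0.0407, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Vgf* (ENSMUSG00000037428, chromosome 5 from 137026392 to 137033351) was 214 ± 30 CPM (SD, n = 4), 157 ± 24.6 (SD, n = 3) and 88.3 ± 22.9 (SD, n = 3) in these subgroups. The log2 fold change of *Vgf* was 1.28 (standard error 0.25, adjusted p = 0.143, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each of 7 mice left out in turn, the adjusted p of *Glp1r* lay between 0.0236 and 0.224 and that of *Vgf* between 0.162 and 0.608. In the other settings run it reached 0.964 for *Glp1r*, with limma's voom and sample quality weights, and 0.300 for *Vgf*, with only the 2 groups compared. By DESeq2's Wald test the adjusted p was 1.14e-06 for *Glp1r* and 1.77e-05 for *Vgf* with Benjamini-Hochberg adjustment, and both were also called by it without the *Nnat*+/+ library labelled replicate 15. Between non-obese *Nnat* +/-p and *Nnat*+/+ mice, 2 genes were called, *Nnat* and *Nrgn*, both lower in *Nnat* +/-p, and 400 had an unadjusted p under 0.05. Between obese and non-obese *Nnat* +/-p mice, no gene was called and 260 had an unadjusted p under 0.05. The number called in obese mice moved most when genes with a total count over 1 were all tested, which called 43 (18 higher, 25 lower), and DESeq2's Wald test called 38 (27 higher, 11 lower). With that many genes edgeR gave every gene the shared variance, and 27 of the 43 varied within their groups by more than 2 times that, so the 43 are likely too many. Of the 38, 9 were also called by DESeq2 without the *Nnat*+/+ library labelled replicate 15.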

In terms of single gene changes within the male PVN, we found 38 genes (27 up regulated, 11 down regulated) that were differentially expressed (BH-adjusted *P* value < 0.25) between obese *Nnat*^+*/−p*^ and *Nnat*^+*/*+^ mice and 2 genes (1 up, 1 down [*Nnat*]) between non-obese *Nnat*^+*/−p*^ and *Nnat*^+*/*+^ mice ( Supplementary Table 1B).

*Nnat* was among the 11 down regulated genes as expected and was found in module mP1 (Supplementary Fig. 6C). This module also included *Ntsr1*, the gene that encodes the principal receptor for the anorexigenic peptide neurotensin^23^. 

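*Nnat* was 405 ± 54 CPM (SD, n = 3) in the PVN of chow-fed *Nnat*+/+ males, 4.14 ± 1.27 (SD, n = 3) in non-obese *Nnat* +/-p and 7.26 ± 5.89 (SD, n = 4) in obese *Nnat* +/-p males. Its log2 fold change against *Nnat*+/+ was -5.87 in obese *Nnat* +/-p (standard error 0.41, adjusted p = 2.8e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -6.64 in non-obese *Nnat* +/-p (standard error 0.49, adjusted p = 9.12e-09, same test and adjustment). All 7 *Nnat* +/-p libraries lay below all 3 *Nnat*+/+ libraries (two-sided exact permutation test over 120 splits, p = 0.00833, the smallest that 7 mice against 3 allow). *Blcap* (CPM 83.5 ± 19.4 in *Nnat*+/+, SD, n = 3) was 74.1 ± 5.93 (SD, n = 4) in obese and 89.2 ± 52.6 (SD, n = 3) in non-obese *Nnat* +/-p mice. *Blcap* had a log2 fold change of -0.17 (standard error 0.30) in obese and 0.10 (standard error 0.33) in non-obese *Nnat* +/-p, both within the spread between mice. The sign changed without the library labelled replicate 14 in obese *Nnat* +/-p (0.027) and without replicate 18 in non-obese *Nnat* +/-p (-0.46). Of 111 other tested genes within 5 Mb of *Nnat*, 2 had an unadjusted p under 0.05 in obese *Nnat* +/-p and none was called.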

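*Ntsr1* (ENSMUSG00000027568) lies on chromosome 2 of GRCm38 from 180499976 to 180544980. In the chow-fed male PVN its CPM was 8.9 ± 7.35 (SD, n = 3) in *Nnat*+/+, 0.95 ± 0.628 (SD, n = 3) in non-obese *Nnat* +/-p and 0.667 ± 0.663 (SD, n = 4) in obese *Nnat* +/-p mice. These counts were too low for the filter, and in edgeR *Ntsr1* was tested only with every gene of a total count over 1, where edgeR ignores the spread of each single gene. With them, its log2 fold change in obese *Nnat* +/-p was -3.73 (standard error 1.38, adjusted p = 0.737, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in non-obese *Nnat* +/-p it was -3.24 (standard error 1.52). DESeq2's Wald test gave -3.77 (standard error 1.18, adjusted p = 0.3645 with Benjamini-Hochberg adjustment) in obese and -3.25 (standard error 1.25, adjusted p = 1) in non-obese *Nnat* +/-p. The *Nnat*+/+ libraries ranged from 0.436 to 16 CPM without TMM factors and the *Nnat* +/-p libraries from 0.223 to 1.76 CPM, so 3 of the 7 *Nnat* +/-p libraries lay below every *Nnat*+/+ library. The two-sided exact permutation test gave p = 0.0417. In HFD-fed males the log2 fold change of *Ntsr1* in *Nnat* +/-p against *Nnat*+/+ was -0.59 (standard error 0.80). In the PVN of chow-fed females it was higher in non-obese *Nnat* +/-p, at 16.5 CPM (3.51 to 39.1, n = 3) against 1.5 CPM (0 to 3.47, n = 4) in *Nnat*+/+, and 1.31 CPM (0.529 to 2.84, n = 3) in obese *Nnat* +/-p. The log2 fold change against *Nnat*+/+ was 3.42 (standard error 1.59, adjusted p = 0.9999, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in non-obese and -0.21 (standard error 1.53, adjusted p = 0.9997, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in obese *Nnat* +/-p females, so neither was called. For non-obese females it was positive in every setting run and with each mouse left out, and lowest at 1.66 with limma's voom and sample quality weights and at 1.78 without replicate 10.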

Genes with decreased expression in obese *Nnat*^*+/-p*^ versus *Nnat*^+/+^ mice included neurogranin, a thyroid-regulated gene whose loss has been reported to result in an anxiety-like phenotype^24^ (Supplementary Table 1B). However, module analysis of female PVN did not show a substantial overlap in constituent genes between modules identified from male and female mice (Supplementary Table 1A). 

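Neurogranin (*Nrgn*, ENSMUSG00000053310) lies on chromosome 9 of GRCm38 from 37544492 to 37552904. Its CPM in the chow-fed male PVN was 108 ± 129 (SD, n = 3) in *Nnat*+/+, 15 ± 6.04 (SD, n = 4) in obese *Nnat* +/-p and 11.1 ± 5.38 (SD, n = 3) in non-obese *Nnat* +/-p mice. The log2 fold change in obese *Nnat* +/-p was -2.84 (standard error 0.55, adjusted p = 0.143, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In non-obese *Nnat* +/-p it was -3.28 (standard error 0.63, adjusted p = 0.193, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The *Nnat*+/+ mean rests on the library labelled replicate 15, since the *Nnat*+/+ values ran from 17.3 to 255 CPM. Without replicate 15 the log2 fold change in obese *Nnat* +/-p was -1.17 and the adjusted p was 1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and over the 7 fits that each left out 1 mouse the adjusted p lay between 7.16e-05 and 1. The library labelled replicate 15 also had 7 counts of *Avp*, *Oxt* and *Sim1*, 3 marker genes of PVN neurons, where 7748 would be expected from the other 2 *Nnat*+/+ libraries at its depth. The two-sided exact permutation test of all 7 *Nnat* +/-p against the 3 *Nnat*+/+ mice gave p = 0.0167, and 6 of the 7 lay below every *Nnat*+/+ library.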

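In the female PVN, 51 of 15485 tested genes differed between the 3 subgroups at an unadjusted p under 0.01 (edgeR's quasi-likelihood test), where 155 would be expected by chance. Genotype took 39 of them (76.5%; 95% Wilson interval, 63.2% to 86%) and obesity took 12. With each mouse left out in turn, the genotype share ran from 54.6% without the non-obese *Nnat* +/-p library labelled replicate 11 to 88.6% without replicate 10. It moved most with all labelled libraries, to 32.9% (286 of 868 genes), and was 49% with hierarchical clusters. In 20 of 100 random regroupings of the females, the real one included, the genotype share was as high. Obese or non-obese *Nnat* +/-p against *Nnat*+/+ mice had an unadjusted p under 0.01 for 146 genes in males and 90 in females. The sexes shared 5 of these, *Ankdd1a*, *Gfap*, *Nnat*, *Peg10* and *Vgf*, where 0.655 would be expected by chance among 14016 genes tested in both. These 5 genes were named after their values were seen.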

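*Nnat* in the PVN of chow-fed females was 502 ± 35.9 CPM (SD, n = 4) in *Nnat*+/+, 7.68 ± 8.41 (SD, n = 3) in non-obese *Nnat* +/-p and 2.21 ± 1.09 (SD, n = 3) in obese *Nnat* +/-p mice. Its log2 fold change was -7.79 in obese *Nnat* +/-p (standard error 0.70, adjusted p = 8.35e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -6.12 in non-obese *Nnat* +/-p (standard error 0.65, adjusted p = 0.00082, same test and adjustment). The other gene called in obese females was *En2* (ENSMUSG00000039095, chromosome 5 of GRCm38 from 28165694 to 28172166). *En2* had no count in the 4 *Nnat*+/+ libraries, and its CPM was 16.7 ± 7.08 (SD, n = 3) in obese and 9.34 ± 9 (SD, n = 3) in non-obese *Nnat* +/-p females. Against a floor of 3 counts in the *Nnat*+/+ library of median depth, 0.203 CPM, the median of obese *Nnat* +/-p mice was at least 73.8-fold higher and that of non-obese *Nnat* +/-p mice at least 28.6-fold higher. The adjusted p of *En2* was 0.213 in obese and 0.391 in non-obese *Nnat* +/-p (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In none of the 7 fits that each left out 1 library was *En2* called in obese *Nnat* +/-p, with adjusted p between 0.458 and 1 by the same test. In total, 2 genes (1 higher, 1 lower) were called in obese and 1 gene (lower) in non-obese *Nnat* +/-p females, and 492 and 620 genes had an unadjusted p under 0.05. None was called between obese and non-obese *Nnat* +/-p females, where 474 genes had an unadjusted p under 0.05. The number called in obese *Nnat* +/-p moved most with all labelled libraries, to 936 genes, since this adds the libraries of low total count labelled replicates 5 (*Nnat*+/+) and 7 (obese *Nnat* +/-p). DESeq2's Wald test called 149 genes in obese (19 higher, 130 lower) and 264 in non-obese *Nnat* +/-p females (88 higher, 176 lower). Of the 149, 51.7% had no count in 50% or more of the libraries of one group.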

In the female PVN, 133 genes (14 up, 119 down) were differentially expressed between obese *Nnat*^+/−p^ versus *Nnat*^+/+^ mice, and 193 genes (58 up, 135 down, non-obese *Nnat*^+/−p^ vs *Nnat*^+/+^ mice) respectively (Supplementary Fig. 6E and Supplementary Table 1B).

In contrast to the PVN, in the ARC of chow-fed male mice the largest gene modules were associated with obesity (62 genes in mA1, mA2) (Supplementary Fig. 6D, Supplementary Table 1A). 

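In the ARC of chow-fed males, 41 of 14658 tested genes differed between the 3 subgroups at an unadjusted p under 0.01 (edgeR's quasi-likelihood test), where 147 would be expected by chance. Obesity took 36 of them and genotype took 5, or 12.2% (95% Wilson interval, 5.32% to 25.5%). Over the 8 fits that each left out 1 library, the genotype share lay between 7.14% and 19.5%, and with the counts of replicates 39 and 40 summed it was 20% (9 of 45 genes). It moved most with all labelled libraries, to 78.2% (43 of 55 genes), since this adds the *Nnat*+/+ library of low total count labelled replicate 35. *Nnat* was 292 ± 58 CPM (SD, n = 2) in *Nnat*+/+, 1.2 ± 0.907 (SD, n = 4) in non-obese *Nnat* +/-p and 3.27 ± 1.69 (SD, n = 4) in obese *Nnat* +/-p mice. Its log2 fold change was -6.52 in obese *Nnat* +/-p (standard error 0.35, adjusted p = 9.48e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -8.26 in non-obese *Nnat* +/-p (standard error 0.40, adjusted p = 1.22e-12, same test and adjustment). In obese *Nnat* +/-p mice 3 genes were called, 1 higher and 2 lower, and 380 had an unadjusted p under 0.05. The higher one was *Gfap* (ENSMUSG00000020932, chromosome 11 of GRCm38 from 102887336 to 102900912), at 235 ± 60.8 CPM (SD, n = 4) against 32.8 ± 2.71 (SD, n = 2), a log2 fold change of 2.84 (standard error 0.46, adjusted p = 0.0149, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Kif21a* (ENSMUSG00000022629, chromosome 15 from 90933276 to 91049948) was the other lower gene, but its 2 *Nnat*+/+ values were 264 and 2670 CPM, and without the higher one, replicate 34, the log2 fold change was 0.08. Non-obese *Nnat* +/-p mice had the 2 lower genes *Nnat* and *Kif21a* called and 278 genes with an unadjusted p under 0.05. Between obese and non-obese *Nnat* +/-p mice 1 gene was called, *Pmch* (ENSMUSG00000035383, chromosome 10 from 88091072 to 88092375), at a log2 fold change of -2.82 (standard error 0.53, adjusted p = 0.245, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each of 8 libraries left out in turn, its adjusted p lay between 0.0111 and 0.999, and it was not called in 5 of the 8 fits.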

Although our ARC *Nnat*^+*/−p*^ data set was inherently noisier than the PVN, among top-ranking genes for differential expression there was an overlap with genes differentially expressed in high fat diet males (Supplementary Fig. 7, Supplementary Table 1C-D). 

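HFD-fed and chow-fed *Nnat*+/+ mice were compared in the male ARC over 15753 genes. *Nnat* was 399 ± 91.4 CPM (SD, n = 6) in HFD-fed *Nnat*+/+ and 2.43 ± 1.31 (SD, n = 4) in HFD-fed *Nnat* +/-p mice. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 182 genes were called, 78 of them higher on HFD, and 1346 had an unadjusted p under 0.05. Among 14602 genes tested in both comparisons, 378 had an unadjusted p under 0.05 in obese chow-fed *Nnat* +/-p against *Nnat*+/+ mice and 174 were called on HFD. Both sets shared 28 genes, 14 higher and 14 lower in both comparisons, where 4.5 would be expected if the comparisons were independent. They are not independent, because both use the same 2 chow-fed *Nnat*+/+ libraries. Of the 378 genes, 92% had the same sign on HFD, and Pearson's r between the log2 fold changes across genes was 0.597. In 50 simulations with a diet difference and no difference between the chow-fed groups, the share with the same sign averaged 92% and r averaged 0.571. Obese against non-obese *Nnat* +/-p mice share no library with the HFD comparison, and there 60% of the genes had the same sign and r was 0.059. These 2 comparisons shared 15 genes, 13 of them in the same direction, where 7.38 would be expected, and 16 of the 35 splits of these 8 *Nnat* +/-p libraries shared as many. The overlap moved most with all labelled libraries, to 185 genes. In HFD-fed *Nnat* +/-p against HFD-fed *Nnat*+/+ mice, 2 genes were called, *Nnat* and *Osbp2*, and 715 had an unadjusted p under 0.05.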

Of note, both *Npy* and *Tbx3* were upregulated in the ARC of obese chow fed *Nnat*^+*/−p*^ mice and obese HFD-fed *Nnat*^+*/*+^ (Supplementary Table 1D). 

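*Npy* (ENSMUSG00000029819, chromosome 6 of GRCm38 from 49822710 to 49829507) was 14.8 ± 5.54 CPM (SD, n = 4) in the ARC of obese *Nnat* +/-p, 6.69 ± 3.32 (SD, n = 4) in non-obese *Nnat* +/-p and 6.53 ± 0.109 (SD, n = 2) in chow-fed *Nnat*+/+ males. Its log2 fold change in obese *Nnat* +/-p against *Nnat*+/+ was 1.17 (standard error 0.55, adjusted p = 1, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with an unadjusted p of 0.0424 from the same edgeR model. *Tbx3* (ENSMUSG00000018604, chromosome 5 from 119670669 to 119684724) was 20 ± 2.52 CPM (SD, n = 4), 12.1 ± 6.72 (SD, n = 4) and 10 ± 5.23 (SD, n = 2) in the same subgroups. The log2 fold change of *Tbx3* in obese *Nnat* +/-p was 0.99 (standard error 0.48, adjusted p = 1, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with an unadjusted p of 0.0509 from the edgeR model. On HFD, *Npy* was 28.1 ± 30 CPM (SD, n = 6) and *Tbx3* was 46.3 ± 17.2 CPM (SD, n = 6) in *Nnat*+/+ mice. Against chow-fed *Nnat*+/+ mice the log2 fold change was 2.20 for *Npy* (standard error 0.69, adjusted p = 0.263) and 2.30 for *Tbx3* (standard error 0.41, adjusted p = 0.0169), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The highest HFD value of *Npy* was in the library labelled replicate 46, at 88.8 CPM.

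**Figure D2:**
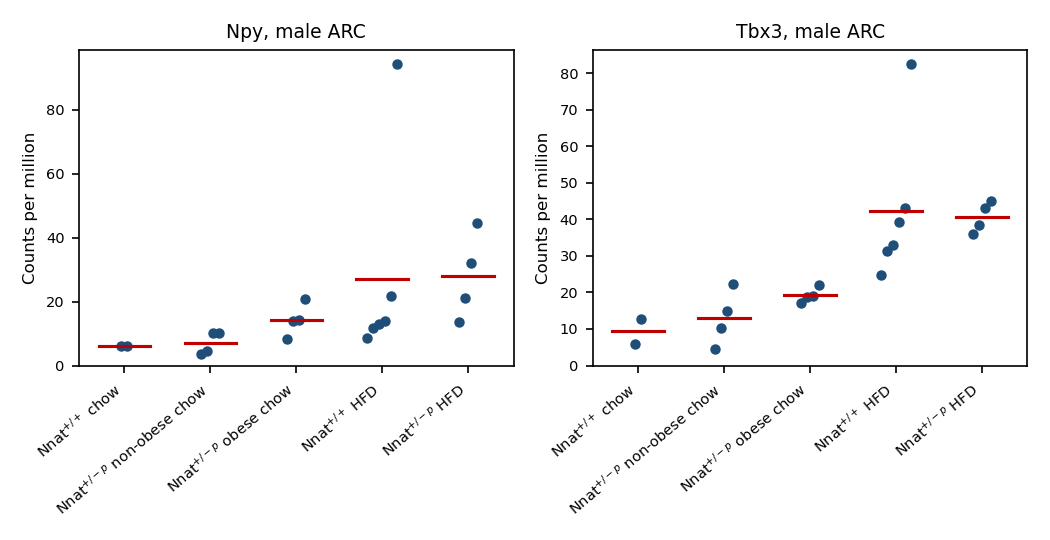
CPM of *Npy* and *Tbx3* in the male ARC on linear scales, by genotype, weight group and diet, where each point is 1 library and the red line is the mean of the group. Without TMM factors, *Npy* ranges from 8.22 to 20.7 CPM in the obese chow-fed *Nnat* +/-p and from 8.51 to 94.1 CPM in the HFD-fed *Nnat*+/+ libraries.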

*Npy* is a well-recognised orexigenic peptide^25^ and *Tbx3* is a gene that is expressed abundantly in hypothalamic neuronal populations, including leptin and ghrelin responsive neurons.^26^

### Membrane topology of Nnat: putative similarity of Nnat, Phospholamban, (Pln) and Sarcolipin (Sln)

We applied standard bioinformatics methods to explore the often-reported putative similarity of Nnat with the Pln and Sln. Homology searches such as Psi-Blast^27^ or HHpred^28^ failed to show any discernible phylogenic relationship between Nnat, Pln and Sln. Any standard multiple sequence alignment algorithm (e.g. Clustal Omega^29^) delivered pairwise alignment close to random. PolyPhobius signal and topology analysis^30^ predicted that Nnat is a non-secreted type III membrane protein with N-terminal hydrophobic helix spanning a membrane. The secondary structure prediction indicated a propensity to form a second C-terminal helix fully exposed to the cytoplasm. As Nnat resides in the endoplasmic reticulum^31,32^ we would predict its N-terminus must point to the lumen, with the two different splice variants differing only in the length or the linker between the two helices (Supplementary Fig. 8). Our predictions contrast with the structure of Pln^37,38^, which is known to be a type II membrane protein with its C-terminal helix spanning the sarcoplasmic reticulum membrane and its N-terminal helix exposed to the lumen. Its close paralogue Sln consists of only a single TM helix with identical topology. The inverse membrane orientation of Nnat and Pln and Sln are shown schematically in Supplementary Fig. 8.

### Effect of *Nnat* deficiency on glucose homeostasis and proinsulin processing

As *Nnat* has been reported to be involved in glucose-stimulated insulin secretion and proinsulin processing^19^, we investigated basal and stimulated glucose and insulin levels and proinsulin processing in our *Nnat*^+*/−p*^ mice. In 13–14 weeks old mice studied in the fed state, male *Nnat*^+*/−p*^ mice had circulating insulin levels that were significantly higher than wild type littermates, while glucose levels were similar (Fig. 5A,C). No differences were detected in the female mice (Fig. 5B,D). In an independent cohort of male mice, glucose levels in the fasting state and 20 min after an intraperitoneal glucose injection were similar in *Nnat*^+*/−p*^* and Nnat*^+*/*+^ mice (Fig. 5E).

**Figure 5:**
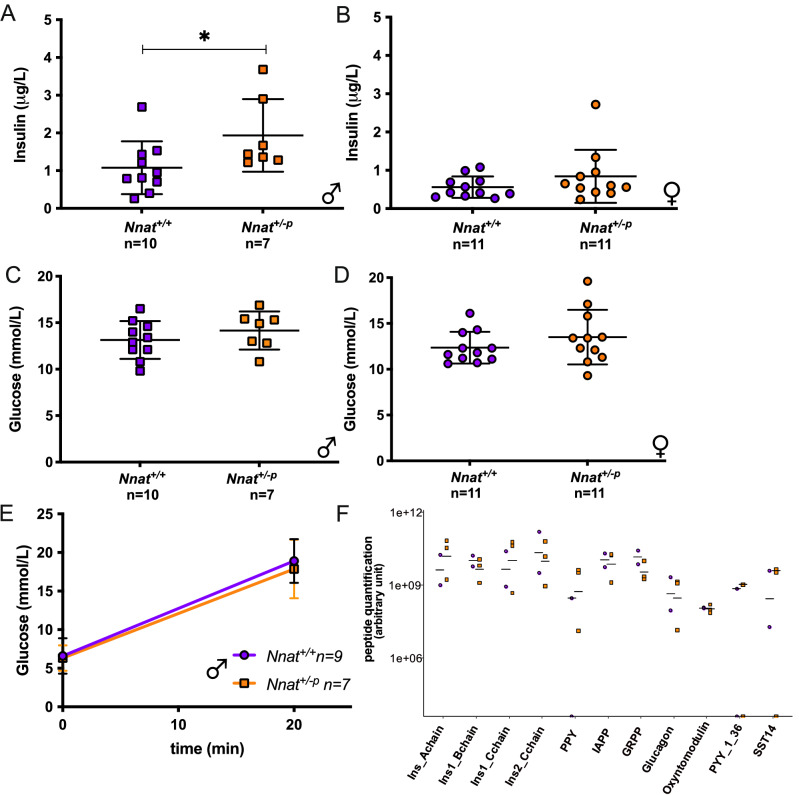
Glucose handling in *Nnat* deficiency. *Ad libitum* insulin and glucose levels in male (**A**,**C**) and female (**B**,**D**) mice fed on standard chow diet. Glucose measurements in overnight fasted *Nnat*^+*/*+^ and *Nnat*^+*/−p*^ male mice at time 0 and 20 min after glucose i.p. injection (**E**). Data are expressed as mean ± SD, *P < 0.05 for Mann–Whitney test. Mass spectrometry analysis of peptidome from *Nnat*^+*/*+^ and *Nnat*^+*/−p*^ pancreas in body weight-matched animals: (**F**) Pseudo-quantification of the main processed peptides produced in the pancreas; no major differences were detected in peptide levels. Data are expressed as mean (male; *Nnat*^+*/*+^ (n = 2), *Nnat*^+*/−p*^ (n = 3)).

To establish whether there was any major defect in prohormone processing in the endocrine pancreas of neuronatin deficient mice, we undertook mass spectrometric peptidomic analysis, as previously described^33^ using lysates of fresh post-mortem pancreatic tissue from *Nnat*^+*/−p*^* and Nnat*^+*/*+^ mice. No systematic differences between genotypes were discernible in levels of unprocessed precursors of pre-proinsulin or other islet prohormones examined including proglucagon processed peptides, IAPP, PPY and PYY (Fig. 5F). Particular attention was given to detect insulin processing peptides and other peptides known to undergo processing from prohormones precursors to mature forms. Comparison between proinsulin and its mature form in *Nnat*^+*/*+^ and *Nnat*^+*/−p*^ tissue did not show any difference (Supplementary Fig. 9A,B). Almost all of the peptides derived from proinsulin were mature peptides. However, a peptide corresponding to the A chain peptide linked to the C-peptide was detected, indicating the presence of des 31, 32 proinsulin. This peptide was only detected in a few of the samples but showed no difference between *Nnat*^+*/*+^ and *Nnat*^+*/−p*^ tissue. As PEAKS software analysis could not identify peptides of more than 65 amino acids, we manually searched for the longer forms of proinsulin and pre-proinsulin, but we could not detect such forms. Pseudo-quantification of the main processed peptides produced in the pancreas, including proglucagon processed peptides, IAPP, PPY and PYY, did not detect any significant difference in peptide levels between genotypes (Fig. 5F). Overall, our results suggest that loss of *Nnat* does not have a major impact on the correct processing of pro-peptides produced in the pancreas.

## Discussion

Imprinted genes have long been established to play a prominent role in the disposition of energetic resources during growth and development^21^. More recently, an intriguing phenomenon has emerged from studies of body weight and mice composition in which imprinted genes have been genetically disrupted. In the case of *Nnat* and *Peg3*, genetically identical “knock out” mice display an exaggerated range of body weight and adiposity phenotypes, with some displaying normal wild type weight and others being obese. In some cases, body weights distribution has appeared to be bimodal^18^.

We confirmed previous findings that loss of the imprinted gene *Nnat* results in a bimodal body weight phenotype, with around 30% of the animals on standard chow developing obesity by 12 weeks, and also demonstrated this highly variable body weight phenotype was preserved under two other environmental conditions (45% high fat diet and thermoneutrality), driven by a high degree of variation in body fat mass.

Of note, although the increased variability was maintained on the 45% HFD, the absolute change in body weight seen over time on this diet in our study was modest and the clear bimodal pattern seen on chow was not evident on a 45% HFD. Undertaking studies with a different diet composition such as a higher fat content or a more “Western” high carbohydrate diet, may have resulted in a different pattern to that seen on 45%HFD.

At thermoneutrality, in terms of the body weight of *Nnat*^+*/−p*^ mice, both an increased variability and two clear components on clustering analysis were seen. Further, in this thermoneutrality cohort, the percentage of *Nnat*^+*/−p*^ mice considered “obese” was higher than that seen in chow. However, the small size of the cohort precluded more comprehensive analysis of the energy expenditure at 30 °C.

What was clearer was the striking hypervariability in the food intake of *Nnat*^+*/−p*^ mice in chow fed mice undergoing calorimetry studies, with a rate of weight gain in this calorimetry environment that was not representative of that seen in the usual home cage. An increase in energy intake in *Nnat*^+*/−p*^ mice was also seen in second, non-home cage system. The different effects of the novel environment on male and female mice have long been known^34^ and studies on the role of *Peg3* in maternal care and mother–pup interactions serve as an exemplar of how an imprinted gene can influence complex behaviour^35^. More recently, a fascinating complementary pattern of altered risk-taking behavioural phenotypes have emerged from studies of *Nesp55* and *Grb10*. They are both imprinted genes highly expressed at sites within the central nervous system, including the hypothalamus and monoaminergic regions of the midbrain. Mice lacking maternal *Nesp55* prefer an immediate, smaller reward and have a decreased willingness to wait for a delayed, but larger, reward^36^. The converse is seen in mice with loss of paternal *Grb10,* who are more willing to hold out for a larger, delayed reward over a smaller, immediate reward^37^. Reward processing is also altered in models of perturbed *Cdkn1c* expression, a maternally expressed imprinted gene. McNamara *et al.* reported that a transgenic model with elevated *Cdkn1* expression, mimicking loss of imprinting, showed increased motivation for palatable food stuffs and had altered expression of dopamine system-related genes in the striatum^38^. Our data raise the intriguing possibility that *Nnat* may influence feeding behaviour in a manner beyond “homeostatic” energy balance, but further behavioural studies are necessary to pursue this further.

Our transcriptomic analysis of hypothalamic regions gave some preliminary insights into the pathways which may contribute to the phenotype we observed. 

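Genes that differed between the 3 chow-fed subgroups were also clustered by the correlation of their log2 CPM, in place of the co-expression modules, and each cluster was assigned as a whole. In the male PVN this gave 5 clusters, and the largest, of 57 genes with *Nnat* among them, followed genotype. In the male ARC it gave 3 clusters, and the largest, of 37 genes, followed obesity, while *Nnat* was in a cluster of 3 genes that followed genotype. Random regroupings of the mice, 100 per nucleus with the real one included, show how far the group sizes alone divide the genes. A genotype share as high as that of the male PVN came up in 9 of them, and their median share was 46.8%. A genotype share as low as that of the ARC came up in 3 of them, and their median share was 39.2%. From its modules, the paper states that genotype dominates the profiles of the PVN and body weight those of the ARC.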

We saw predominantly genotype-associated expression profiles in the PVN and predominantly body weight associated profiles in the ARC. Among the PVN genes that were decreased in neuronatin deficient mice were *Ntsr1* and *UcpP2*. 

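*Ucp2* (ENSMUSG00000033685) lies on chromosome 7 of GRCm38 from 100493337 to 100502020. Its CPM in the PVN of chow-fed males was 76.9 ± 16.8 (SD, n = 3) in *Nnat*+/+, 45.3 ± 15.9 (SD, n = 3) in non-obese *Nnat* +/-p and 34.8 ± 9.77 (SD, n = 4) in obese *Nnat* +/-p mice. The log2 fold change was -1.15 in obese *Nnat* +/-p (standard error 0.30, adjusted p = 0.684, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.76 in non-obese *Nnat* +/-p (standard error 0.32). The Wald test of DESeq2 gave -1.13 and an adjusted p of 0.245 with Benjamini-Hochberg adjustment in obese *Nnat* +/-p. That call was lost without the *Nnat*+/+ library labelled replicate 15. Over the other settings tried the adjusted p reached 0.964, and over the 7 fits that each left out 1 mouse it lay between 0.454 and 1. All but 1 of the 7 *Nnat* +/-p libraries lay below every *Nnat*+/+ library, with 20.5 to 68.7 CPM against 60.1 to 94.6 without TMM factors (two-sided exact permutation test, p = 0.025). In the PVN of HFD-fed males the log2 fold change of *Ucp2* in *Nnat* +/-p was -0.21. In chow-fed females it was -0.69 in obese and -0.04 in non-obese *Nnat* +/-p, and *Ucp2* was called in none of these.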

*Ntsr1* is the principal G-protein coupled receptor that mediates the anorectic effect of Neurotensin (Nts), a peptide that is widely expressed in the CNS with a role in several physiological processes^23^. *Ntsr1*^*−/−*^ mice have increased body weight and food intake compared to wild type mice^23^. The uncoupling protein 2 (*Ucp2)* is reported to be involved in mediating food intake regulation^39,40^ and diet-induced hypothalamic inflammation^41^. Although not addressed in our analyses, *Nnat* expression in other brain regions beyond the hypothalamus may also play a part in the regulation of food intake, appetitive behaviour and energy balance. For example, a recent study has implicated neuronatin neurons in the nucleus of the solitary tract as having a role in mediating the anorectic effect of the gut derived peptides cholecystokinin (CCK) and bombesin (BN)^42^. Further studies with selective perturbation of *Nnat* expression in different regional and neuronal population are required to build upon these observations.

Our hypothalamic gene expression analysis showed little overlap between neuronatin deficient males and females, suggesting that *Nnat* may play different roles in the two sexes. 

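Genes called in the PVN of chow-fed mice were compared between the sexes. In either *Nnat* +/-p subgroup, 4 genes were called in males and 2 in females, and the only gene in both was *Nnat*, where 0.000571 would be expected by chance. DESeq2's Wald test, chosen after seeing the data, called 39 genes in males and 375 in females and shared 4 of them, *Ankdd1a*, *Nnat*, *Peg10* and *Vgf*, where 0.537 would be expected. At an unadjusted p under 0.01 by edgeR the sexes shared 5 genes, where 0.655 would be expected. Across 14015 genes without *Nnat*, the log2 fold changes of *Nnat* +/-p against *Nnat*+/+, averaged over both weight groups, had a Pearson's r of -0.0185 between the sexes. This r is across genes, which are not independent replicates. The difference between the sexes in the genotype effect was tested as an interaction over 18708 genes. None was called and 1210 had an unadjusted p under 0.05, and the smallest adjusted p was 0.757 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Male and female libraries were in different tables with different depths, so sex and sequencing pool cannot be told apart. From the little overlap, the paper proposes that *Nnat* may have different roles in male and female mice.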

In our study, as well as some sexual dimorphic differences in the magnitude of body weight variance and postnatal growth, there was a more marked distinction in the female clusters derived from calorimetry data. *Nnat* expression had been previously recognised to have a sexually dimorphic expression pattern in the pituitary^43^ and many other imprinted genes which expressed in the hypothalamus show sexually biased or dimorphic impacts on the control of growth and body size^44^.

Our data do not directly address the molecular function of Nnat, which we believe remains to be fully resolved. However, our bioinformatic analysis fails to uncover any phylogenic homology between phospholamban/sarcolipin and Nnat. Their similarity consists solely in the fact that they are membrane embedded proteins with a transmembrane helix and a conserved phosphorylation site. Their membrane orientation is however inverse (Supplementary Fig. 8). All three proteins are reported to regulate the activity of the ion pump Serca2, a membrane embedded enzyme catalysing the hydrolysis of ATP coupled with the translocation of calcium from the cytosol to the SR or ER lumen. The actions of Pln and Sln have been well studied^45^ and depend on their phosphorylation state. Nnat also contains a phosphorylation site but its effect on Serca2 remains only putative^31,32^.

The metabolic consequences of *Nnat* deficiency have previously been reported by others, both on 129S2/Sv and C57/BL6/J backgrounds^19,20^. In contrast to our findings here, the initial report by Millership et al.^19^ reported that global loss of *Nnat* on a C57/BL6/J background had no effect on body weight up to 20 weeks and no effect on feeding behaviour in 10-week-old mice, both *ad libitum* and following fasting. Intriguingly, subsequent reports of 12-week-old *Nnat*^+*/− p*^ mice on a C57/BL6/J background^20^ revealed there was a bimodal body weight phenotype with loss of *Nnat*, but with a subpopulation of *lean* rather obese mice. In addition, further comprehensive analysis of *Nnat* deletion on a 129S2/Sv background^20^ did reveal a role for *Nnat* in growth and energy homeostasis, reporting some phenotypes similar to those of our present study. In particular, *Nnat* deficient juvenile mice (aged 3–7 weeks) had reduced body weight, adult *Nnat* deficient mice displayed a hyperphagic response to fasting and there was an obesity phenotype seen in older mice, albeit after a prolonged period of high fat diet. Taken together, we believe these findings support the concept that *Nnat* can influence food intake and body weight.

In contrast, while Millership et al. found adult *Nnat* null mice on a 129S2/Sv background had reduced energy expenditure and physical activity, our data showed loss of *Nnat* to have no effect on energy expenditure in females and to result in a small increase in metabolic rate in males. Moreover, our studies indicated that *Nnat* loss increases activity levels. The phenotypic variability recorded in calorimetry systems has been elegantly discussed by Corrigan et al.^46^ and the calorimetry system, the pre-test acclimatisation period and the time spent in the systems differ in our and the Millership et al. study. Another difference in our results from the previously published study related to the impact of neuronatin loss on glucose stimulated insulin secretion and proinsulin processing on a C57BL/6J background^19^. In our model, our limited analysis of basal and glucose-stimulated insulin secretion appeared normal, and we could not detect any abnormalities in prohormone processing in pancreatic extracts, although the increase in insulin levels in *Nnat*^+*/−p*^ male mice to maintain glucose levels may be indicative of impaired insulin sensitivity.

Our analysis of the impact of *Nnat* loss on pancreatic beta cell insulin content and secretion was not as comprehensive as that of Millership et al., we have not studied animals with tissue specific loss, and we only studied a small number of mice. There were also differences in the genetic strategies used to generate the mutant mice. Our *Nnat* mutant allele contains a lacZ cassette and lacks exons 2 and 3 of the *Nnat* gene^18^, while the mutant allele used by Millership et al. deletes only exon 1.

In conclusion, we show that loss of *Nnat* in mice results in a highly variable body weight phenotype which is retained on a high fat diet and at thermoneutrality. Further, our data show *Nnat* loss is associated with a hypervariable food intake, with the effects of this phenotype varying between genetically identical individuals.

## Material and methods

### Animals

The *Nnat* null line was rederived from original colony into a new facility where mice were housed within individually ventilated cages (IVC) (Allentown Inc.). Subsequent phenotyping occurred in another facility (West Forvie Site) with mice again housed within IVCs. Animals were housed in a controlled temperature (22 °C) facilities with a 12-h light, 12-h dark schedule (lights on 7.00–19.00) and ad libitum access to food (Safe Diets, DS-105) and water, unless otherwise stated.

*Nnat*^+*/−p*^ mice were generated as previously described, by crossing wild type mothers with heterozygous fathers to obtain *Nnat*^+*/*+^ and *Nnat*^+*/−p*^ littermates^18^. Genotyping was performed as previously described, with a mix of 3 primers (SIGMA Aldrich): common forward primer (ACACTTGGGTGGGTGAAAAAGA), wild type reverse primer (GGAGGATTTCGAAAAGCGAATC) and deletion reverse primer (CTTGGGACCACCTCATCAGAAG)^18^.

For growth curves, mice were weighed weekly. The animals studied in the body weight growth curve were generated from several different breeding cohorts in the same facility over the course of a year. Due to some operational issues, body weights at some timepoints for some animals were not recorded. All data collected are shown and no data were excluded.

#### High fat diet

A cohort of male mice was switched from standard chow to 45% HFD (D12492i, Research diet Inc.) at 4 weeks of age and kept for 3 months, with body weight monitored weekly.

#### Thermoneutrality

Different batches of male mice, always containing *Nnat*^+*/*+^ and *Nnat*^+*/−p*^ littermates, were weaned into thermoneutrality (28–30 °C) at 3–4 weeks of age and followed for 4 months with body weight recorded weekly. The thermoneutrality cabinet used (Constant climate chamber HPP750, Memmert) holds home IVC cages. The mice remained in IVC cages in groups of between 2 and 5 within the cabinet. At around 10 weeks of age the mice were singly housed in the cabinet for at least 1 week as acclimatisation for study within the indirect calorimetry system at thermoneutral conditions (MetaTrace). Body composition was undertaken on live animals by TD-NMR analysis (Minispec LF90 TD-NMR, Bunker) after the calorimetry run.

#### Chow-fed studies

Mice aged 10 weeks were singly housed for 2 weeks as acclimatisation for study within the indirect calorimetry system (MetaTrace).

The mice cohort used in chow-fed room temperature calorimetry studies were drawn from mice whose body weight had been recorded for Fig. 1 and from other mice in the same facility who had been housed in an identical way. All mice studied were singly housed for 2 weeks as acclimatisation prior to the data acquisition period in the calorimetry system. Body weights were recorded at start-finish of the single housed period to make sure the mice had a stable body weight at the time of the calorimetry run. Over this acclimatisation period the average weight change over this period of acclimatisation in the mice that underwent calorimetry was 1.2 and 3.9 g in *Nnat*^+*/*+^ *and Nnat*^+*/−p*^ male and 1.7 and 2.9 g in female *Nnat*^+*/*+^ *and Nnat*^+*/−p*^. No mice that went on to calorimetry lost more than 0.2 g in the acclimatisation period but one mouse who lost more than 16% in this acclimatisation period did not proceed to calorimetry analysis.

Body weight, food and water intake parameters were measured at the beginning, at 24 h time point and at the end of the experiment (48 h). Oxygen consumption (VO_2_), carbon dioxide production (VCO_2_), respiratory exchange ratio (VCO_2_/VO_2_) (RER), and energy expenditure were assessed by the system over the course of the run. The locomotor activity was monitored for the entire 48 h period in the MetaTrace machine and counted as the number of times an infra-red beam was broken within each 5 min interval. The beams were located on the x and y axis along the base of the cage. For food intake (FI) and energy expenditure (EE), ANCOVA^47^ was performed to assess body weight/FI or EE interactions with body weight as a covariate; genotype as a fixed factor and FI or EE as a dependent variable on SPSS version 25 (25.0 https://www.ibm.com/support/pages/downloading-ibm-spss-statistics-25 IBM). Body weight used was the average body weight taken over the time in the calorimeter. Body weight change over time in the calorimeter for the animals on standard chow was as per Fig. 2, and we observed a maximum % body weight loss of 11%. After calorimetry, male mice continued to be singly housed and females were re-group housed. Within a week of the MetaTrace analysis, body composition was determined by the TD-NMR as above. Data from all mice that underwent indirect calorimetry machine were included in analyses, except for one mouse that reported a negative food intake measure due to technical error.

#### Blood and tissue collection

At around 13–14 weeks of age, tissues and blood were collected for metabolic and biochemical profiling from a separate cohort of mice. Blood was collected by cardiac puncture under terminal anaesthesia into Microtube 1.1 mL Z-Gel (Starstedt AG & Co), centrifuged at 10,000 rpm for 10 min at 4 °C and stored at − 80 °C until use. Plasma Serum was submitted and analysed in the Core Biochemical Assay Laboratory (CBAL). Mouse insulin and leptin were measured using a Meso Scale Discovery two-plex mouse metabolic immunoassay kit according to the manufacturer’s instructions and using calibrators provided by Meso Scale Diagnostics. Blood glucose was measured using approximately 2 μl blood drops using a glucometer (AlphaTrak2; Abbot Laboratories) and glucose strips (AlphaTrak2 test 2 strips, Abbot Laboratories, Zoetis).

### Behavioural testing

Zantiks units (Zantiks Ltd) were used for the refeeding study in the non-home cage environment. The unit (size (internal, mm): 140 width, 200 length, 150 height) has a lid, a clear bottom and opaque white sides and contains 3 feeder and a shelter for a mouse to hide. Body weights were matched between genotype and both sexes were studied. The mice were acclimatised to the unit for 15 min every day during the week before the experiment. Mice were fasted overnight, and the following morning placed individually into the behavioural unit for 1 h, with ad libitum food and water. A choice of either full fat condensed milk (energy composition of 22% fat, 68% carbohydrate 9% protein, 3 kcal/g) or the light option (energy composition of 0.6% fat, 87% carbohydrate 13% protein, 3 kcal/g). Body weight, milk and water intake were recorded after the experiment (1 h). Data are presented as single or total caloric intake measured (total = full fat milk + light milk).

### Laser capture microdissection

Fresh frozen brains were collected from *Nnat*^+*/*+^ and *Nnat*^+*/−p*^ male mice between 13 and 14 weeks of age. Coronal sections of 20-μm thickness were prepared on a cryostat (Bright OTF5000 cryostat) and mounted on RNase-free membrane-coated glass slides (Superfrost Plus, Thermo Fisher Scientific). Brain sections were fixed in 95% ethanol (30 s) and rehydrated in an ethanol series (75% ethanol, 50% ethanol) prior to staining with cresyl violet (Ambion). Sections were then dehydrated in another ethanol series of 50%, 75%, 95%, and 100% ethanol and left to air dry prior to laser capture. PVN and ARC, were then dissected using a PALM Microbeam Laser Capture Microdissection System (Zeiss) on a × 5 objective as previously described^48^. Briefly, tissues were captured on AdhesiveCap Clear PCR tubes (Zeiss) and stored in 80 μl of QIAzol (QIAGEN) on dry ice prior to RNA extraction. Laser capture and subsequent cDNA library preparation were performed. RNA from laser-captured nuclei was extracted using the miRNeasy Micro RNA Extraction Kit (QIAGEN). Quality and quantity of the samples were then checked on an Agilent 2100 Bioanalyzer using Agilent RNA 600 pico and/or nano chips, with a typical sample RNA concentration in the range of 1–5 ng/μl.

### Library preparation and RNAseq

Total RNA of 500 pg from each sample was used to prepare cDNA libraries using the SMARTer Stranded Total RNA-Seq Kit v2—Pico Input Mammalian (Takara Bio). cDNA libraries were quantified on an Agilent 2100 Bioanalyzer using the high-sensitivity DNA kit (Agilent) and then submitted to CRUK-Cambridge Institute for sequencing on an Illumina Hi-Seq 4000 in 1 lane. Single end reads (SE50) with an average of 9.02 million sequenced reads per sample were obtained.

### Transcriptomic analysis of PVN and Arc

Gene-level read counts were imported for expression analysis using DESeq2 (v1.24.0)^49^ separately for male PVN, male Arc and female PVN. Three samples were removed due to very low read count. 

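The files hold 53 libraries, and 3 of them fell below 25% of the median total count of their table and were left out. These were the female *Nnat*+/+ library labelled replicate 5, with 2302 counts (0.0208% of the median), the obese female *Nnat* +/-p library labelled replicate 7, with 812815 (7.33%), and the chow-fed ARC *Nnat*+/+ library labelled replicate 35, with 271324 (5.78%). In replicate 7, 27.9% of all counts were on *Plekhh2*. Counts on genes averaged 7141057 over all 53 libraries, of which 49 were used.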

Body weight of *Nnat*^+*/−p*^ mice was dichotomised into non-obese or obese (males, non-obese < 35 g, obese > 37 g; females: non-obese < 25 g, obese > 30 g) as we observed a comparable range of body weight among wildtype chow-fed or HFD-fed mice, respectively (Supplementary Figs. 6, 7). Among mice on chow diet, exploratory clusters (modules) of correlated genes were identified using WGCNA (v1.69)^50^ using *rlog*-transformed values among genes top-ranked for any effect of sample group (*Nnat*^+*/*+^, *Nnat*^+*/−p*^ non-obese, *Nnat*^+*/−p*^ obese; DESeq2, Likelihood Ratio Test). Gene-level differential expression analysis was performed using pairwise contrasts (DESeq2, Wald test, lfcShrink; counts > 1) between chow-fed groups (*Nnat*^+*/*+^, *Nnat*^+*/−p*^ non-obese, *Nnat*^+*/−p*^ obese), between 45% high-fat diet-fed mice with different genotypes (*Nnat*^+*/−p*^ HFD-fed vs. *Nnat*^+*/*+^ HFD-fed) and between wildtype mice on different diets (*Nnat*^+*/*+^ HFD-fed vs. *Nnat*^+*/*+^ chow-fed). Gene annotation was obtained from R/Bioconductor package org.Mm.eg.db v3.8.2 (https://bioconductor.org/packages/release/data/annotation/html/org.Mm.eg.db.html). Supplementary Table 1A provides the genes used for module discovery, Pearson correlations with each module eigengene (arbitrary sign), and differential expression results (genes with nominal *P* > 0.01 in all DESeq2 results are not shown).

### Peptide extraction and analysis

Peptides from pancreas homogenates were extracted as described previously (Roberts, Larraufie et al., Diabetes 2019). Briefly, mice were culled, pancreas was extracted and two biopsies of ~ 20 mg of tissue were directly placed in 250 µl 6 M guanidine HCl solution on ice. Pancreas were then homogenised within half an hour with Lyzing MatrixD (MPbio) in a FastPrep-24 Homogeniser for 2 times 40 s at 6 m s^−1^. Proteins were precipitated by adding 4 volumes of 80% acetonitrile and after centrifugation at 12,000*g* for 5 min at 4 °C, the aqueous (lower) phase was harvested and dried using a centrifugal vacuum concentrator and stored at – 70 °C until further processing. Samples were resuspended in 250 μl of 0.1% formic acid solution and peptides purified and concentrated by solid phase extraction (Waters HLB Prime µElution) and reduced and alkylated. 10 μl of the final 120 μl was analysed on a Thermo Fisher Ultimate 3000 Nano LC system coupled to a Q Exactive Plus Orbitrap mass spectrometer as previously described (Roberts, Larraufie et al., Diabetes 2019). Peptide identification was performed using Peaks v.8.0 (BSI, Waterloo, Canada), searching against the mouse SwissProt database with fixed cysteine carbamidomethylating and variable methionine oxidation, N-terminal acetylation, and pyroglutamate and C terminal amidation modifications. Peptide quantitation and manual searches were performed using Xcalibur using *m/z* values and retention times corresponding to selected peptides. Peak areas were normalised with generic internal standards and biopsy weight. Data for each mouse is the mean of the two extracted samples. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [1] partner repository with the dataset identifier PXD024161 and 10.6019/PXD024161.

### Statistical analysis

All values are expressed as mean ± SD. Statistical analysis was performed by using Graph Pad Prism software (GraphPad Prism, version 9.0.2, https://www.graphpad.com/support/faq/prism-902-release-notes/) or SPSS 27 (IBM 27.0.0.0 https://www.ibm.com/support/pages/downloading-ibm-spss-statistics-27), with details of the statistical tests used provided in the figure legends. Mclust 5, an R package for model-based-clustering, was used for the clustering, classification and density analysis of the body weight phenotype as described before^22^. K-means clustering analysis of phenotypical variables: body weight, energy expenditure, respiratory exchange ratio (RER), water intake, food intake and change in body weight (dBW) was used to cluster obese and non-obese *Nnat*^+*/−p*^ mice. PEAK software (2.6 × https://www.bioinfor.com/peaks-studio/) was used for the peptidomic study.

### Ethical statement

All mouse studies were performed in accordance with UK Home Office Legislation regulated under the Animals (Scientific Procedures) Act 1986 Amendment, Regulations 2012, following ethical review by the University of Cambridge Animal Welfare and Ethical Review Body (AWERB). The reporting in the manuscript follows the recommendations in the ARRIVE guidelines.

## Supplementary Information

Supplementary Table 1.

Supplementary Figures.

## Data Availability

Raw sequencing data from this study have been deposited in the GEO database with the accession number GSE171155. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [1] partner repository with the data set identifier PXD024161 and 10.6019/PXD024161.

# Supplementary material for: Murine neuronatin deficiency is associated with a hypervariable food intake and bimodal obesity
**Source:** Sci Rep. 2021 Sep 2;11:17571. doi: 10.1038/s41598-021-96278-8

# Supplementary Figure 1.

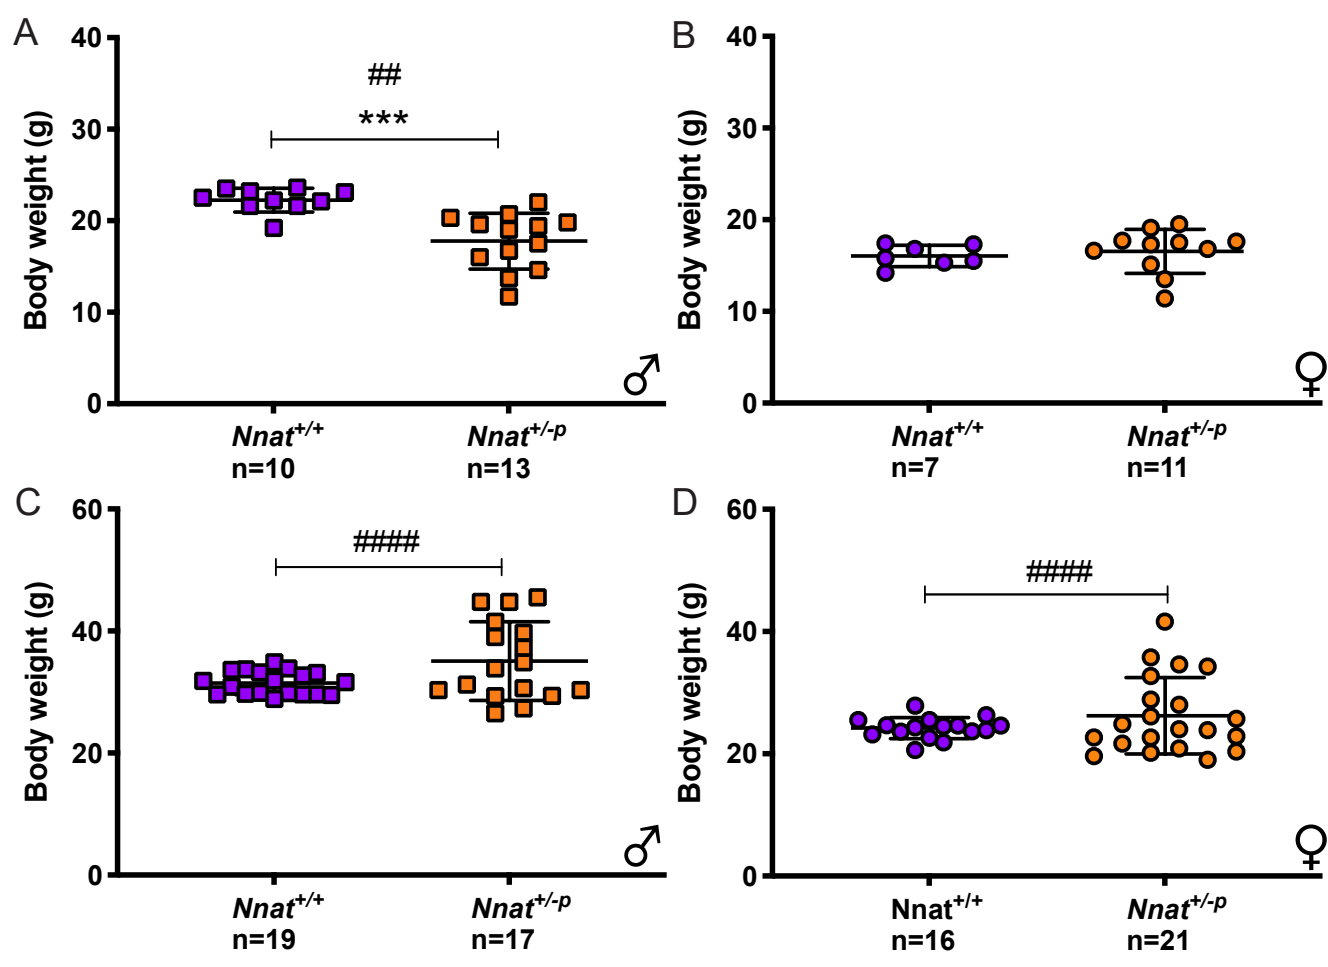

**Supplementary figure 1.** Body weight of *Nnat*<sup>+/+</sup> and *Nnat*<sup>+/-p</sup> male and female mice at 5 (A, B) and 12 (C, D) weeks of age fed on chow diet. Data are expressed as mean  $\pm$  SD, \*\*\*  $P < 0.001$  for Mann-Whitney test and \*\*\*\*#  $P < 0.0001$  for Levine's test.

# Supplementary Figure 2.

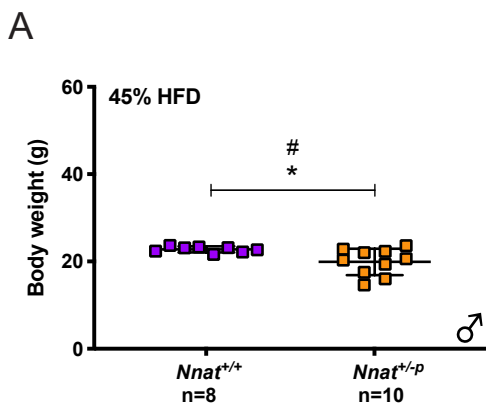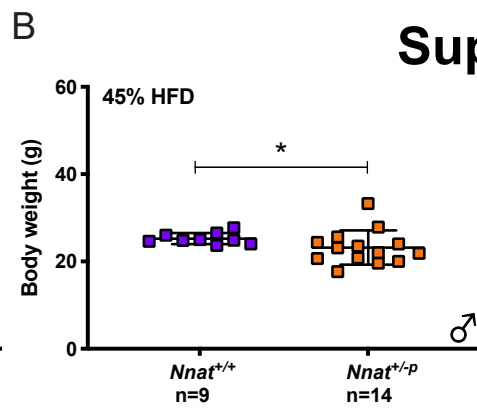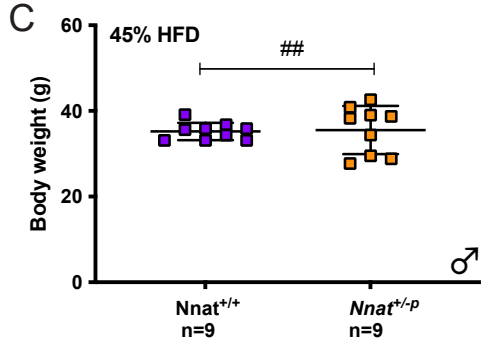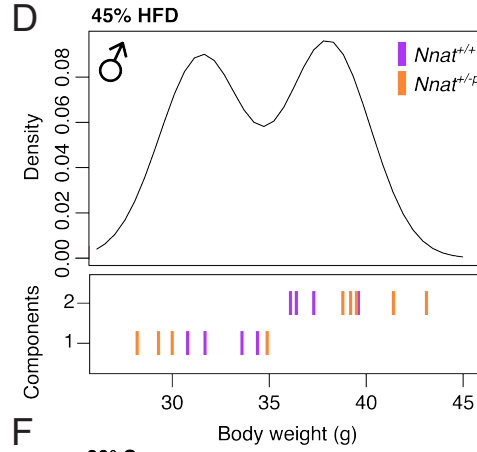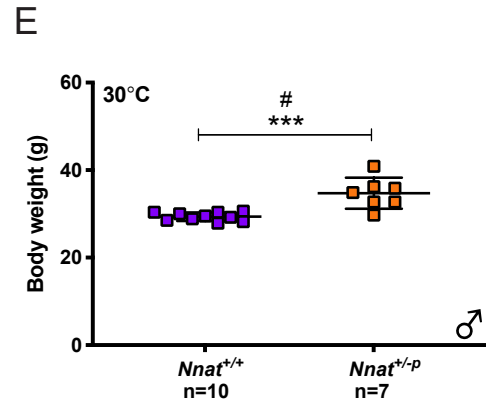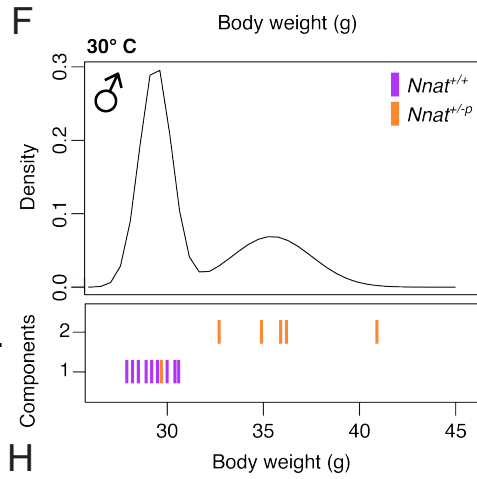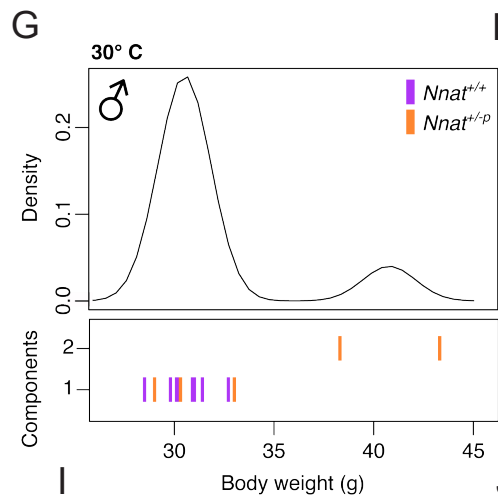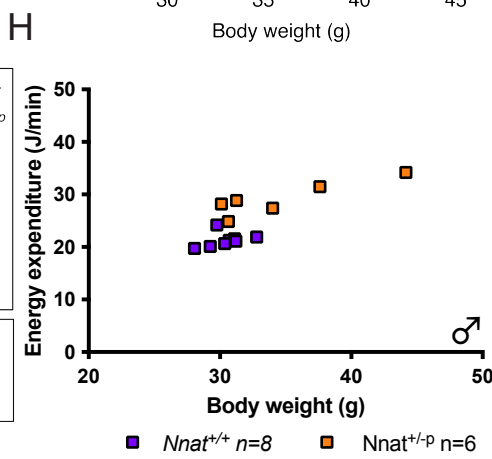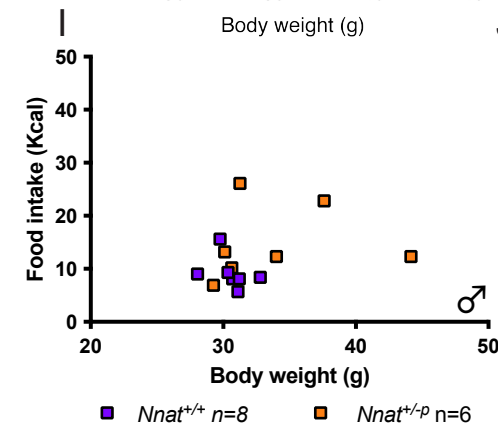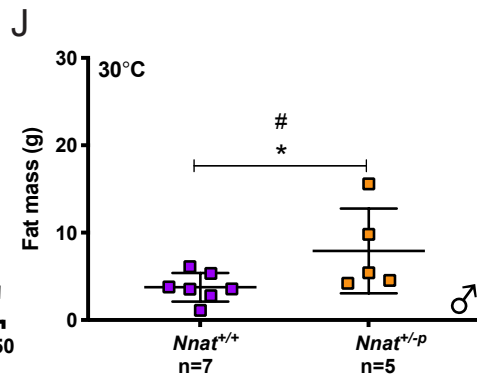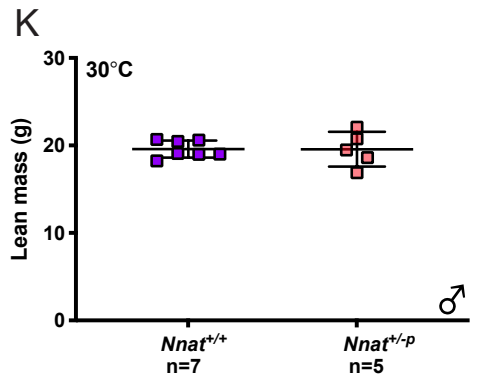

**Supplementary Figure 2.** Body weight of *Nnat*<sup>+/+</sup> and *Nnat*<sup>+/-p</sup> at 5 weeks (**A**) and 6 weeks (**B**) and 12 weeks of age (**C**) on 45% HFD. Mclust clustering at 12 weeks of age between *Nnat*<sup>+/+</sup> and *Nnat*<sup>+/-p</sup> male mice fed on 45% HFD (**D**) (male; *Nnat*<sup>+/+</sup> (n=9), *Nnat*<sup>+/-p</sup> (n=9)). Body weight of *Nnat*<sup>+/+</sup> and *Nnat*<sup>+/-p</sup> at thermoneutrality at 10 weeks (**E**). Mclust clustering at 10 and 12 weeks of age between *Nnat*<sup>+/+</sup> and *Nnat*<sup>+/-p</sup> male mice fed on chow diet at thermoneutrality (**F, G**) (male; *Nnat*<sup>+/+</sup> (n=10), *Nnat*<sup>+/-p</sup> (n=7)). Energy expenditure (**H**) and caloric intake (**I**) in *Nnat*<sup>+/+</sup> and *Nnat*<sup>+/-p</sup> males mice plotted against body weight (average over time in calorimetry system, mice fed on standard chow diet at thermoneutral temperature). Fat (**J**) and lean (**K**) mass recorded at 11-12 weeks of age (thermoneutrality). Data are expressed as mean  $\pm$  SD, \*  $P < 0.05$ , \*\*\*  $P < 0.001$  for Mann-Whitney test and #  $P < 0.05$ , ##  $P < 0.01$ , ####  $P < 0.0001$  for Levine's test.

# Supplementary Figure 3.

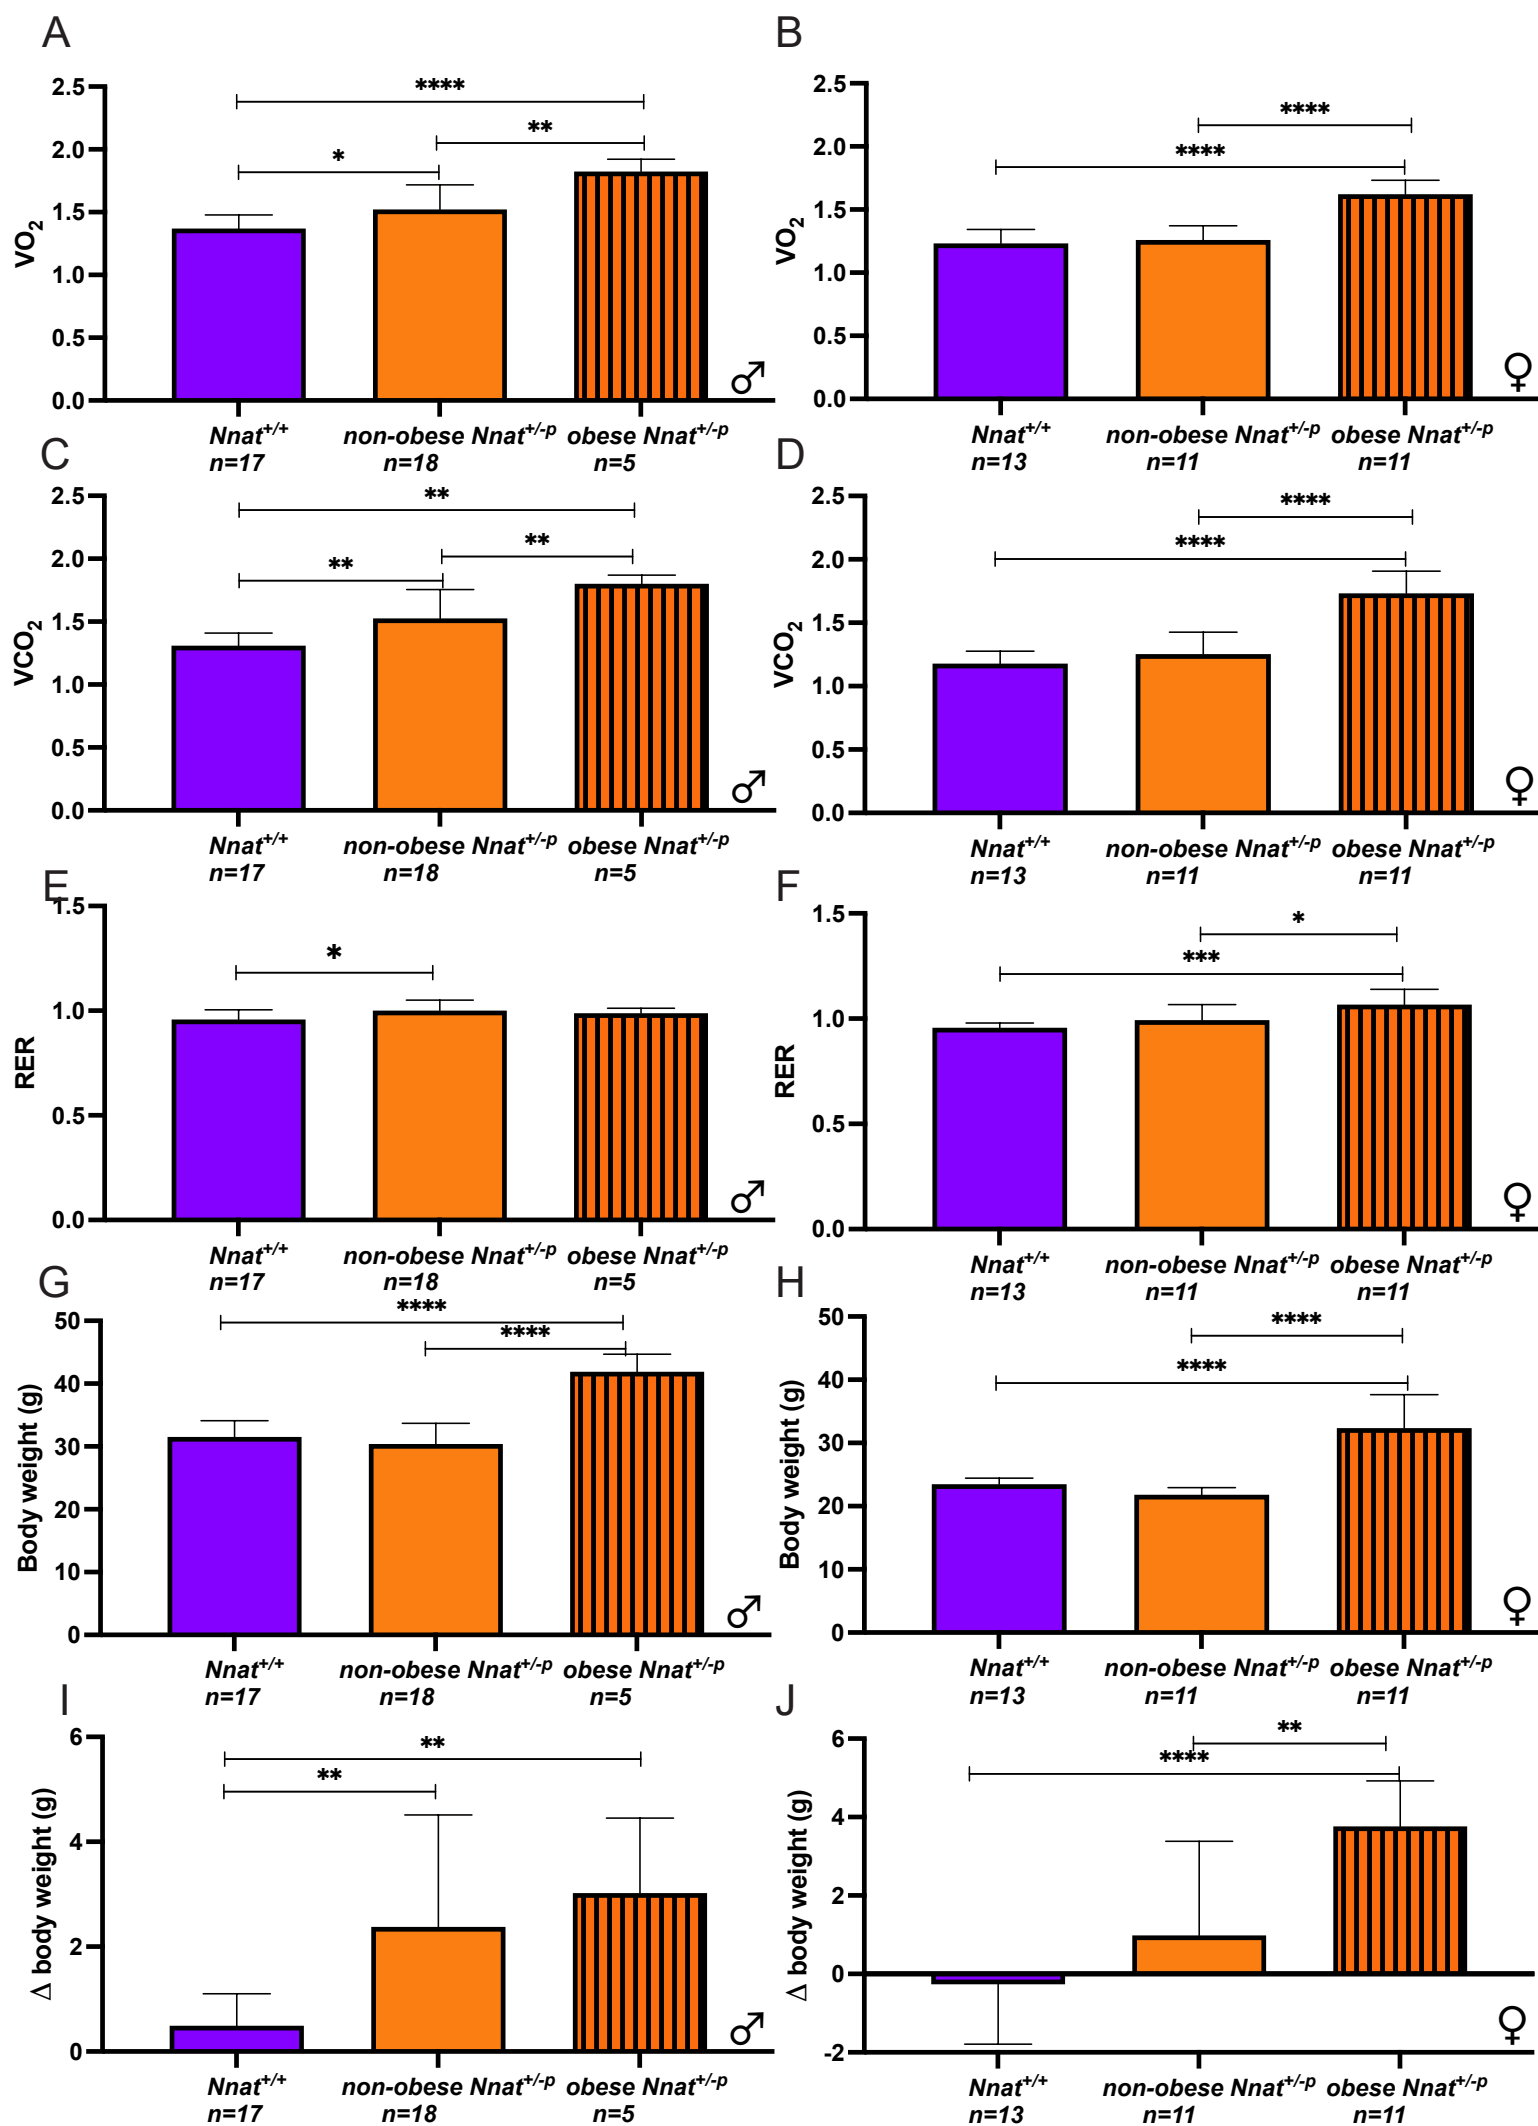

**Supplementary Figure 3. (A, B) VO<sub>2</sub>, (C, D) VCO<sub>2</sub>, (E, F) RER, (G, H) body weight and (I, J) change in body weight over 48 h in calorimetry system in male and female mice fed chow standard diet. Data are expressed as mean  $\pm$  SD, \* P<0.05, \*\* P<0.01, \*\*\*P<0.001, \*\*\*\*P<0.0001 for Mann-Whitney test.**

Supplementary Figure 4.

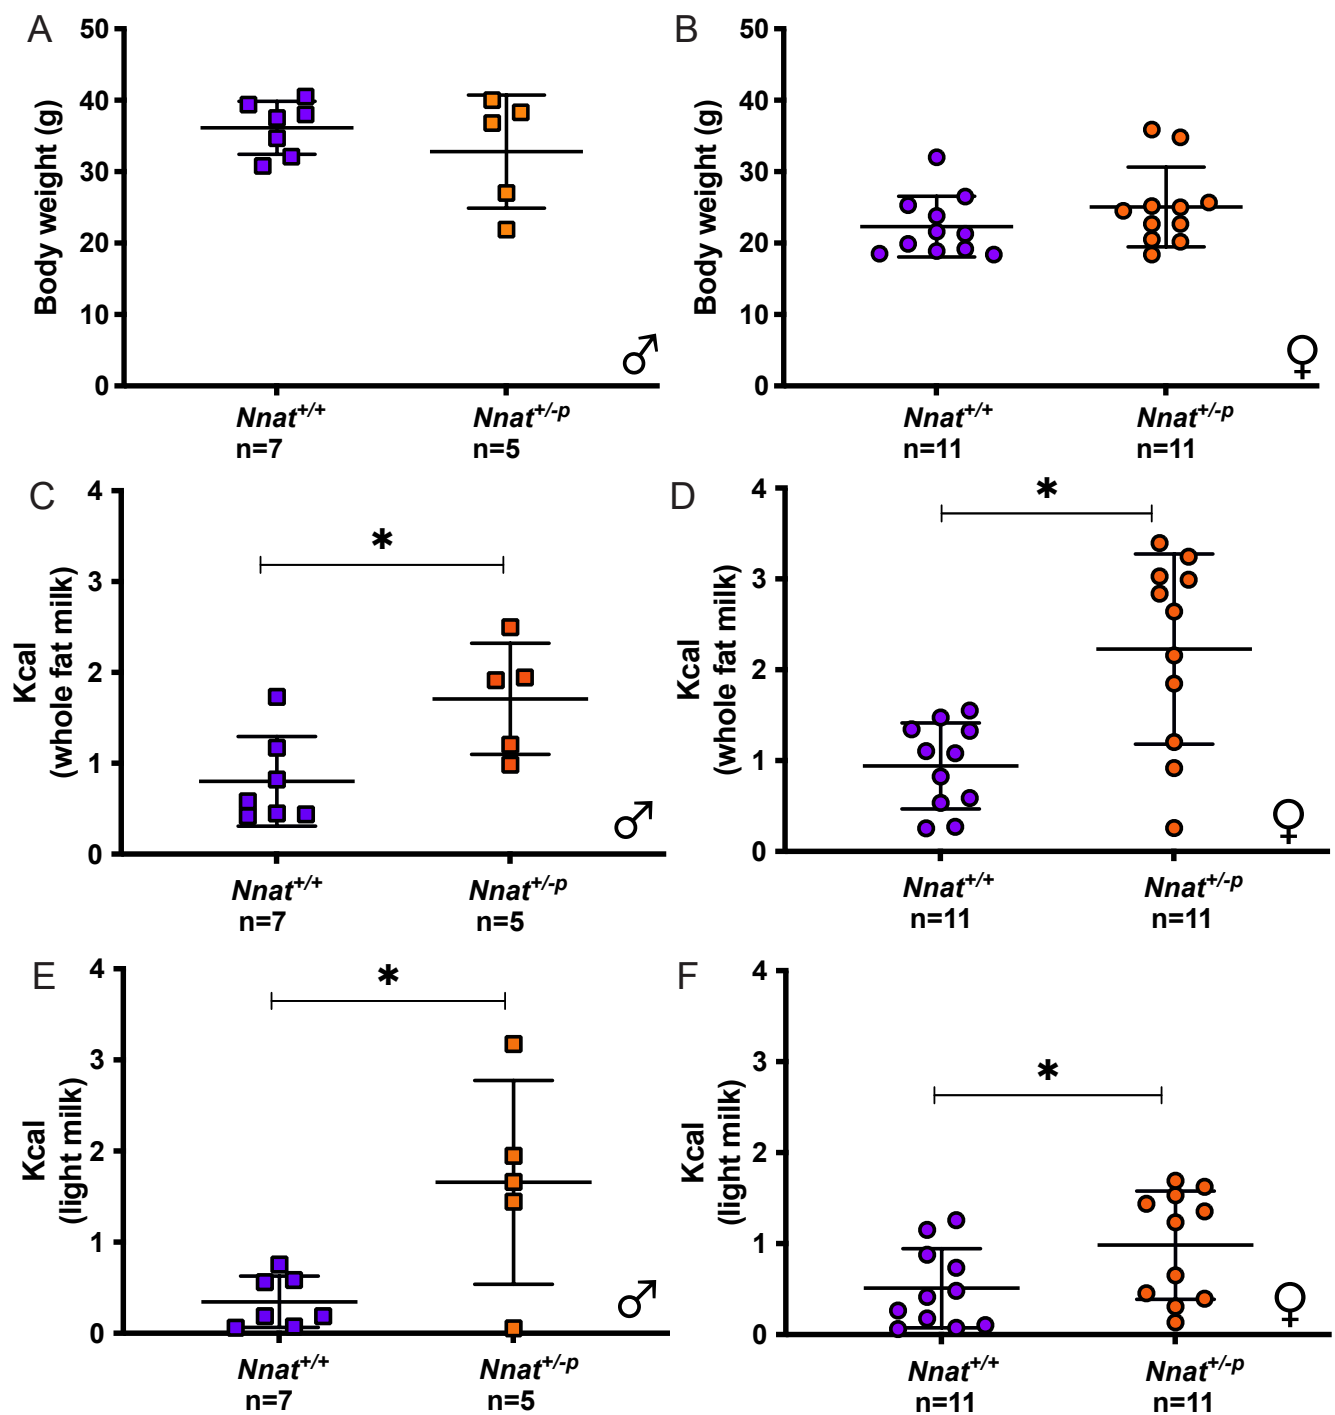

**Supplementary Figure 4.** Body weight of male (A) and female (B) mice studied in the re-feeding protocol in the Zantick box (condensed milk). Both *Nnat*<sup>+/-p</sup> males and females consume more whole fat condensed milk (C, D) and light milk (E, F) compared to *Nnat*<sup>+/+</sup> mice. Data are expressed as mean ± SD, \**P*<0.05, \*\**P*<0.01 for Mann-Whitney test.

# Supplementary Figure 5.

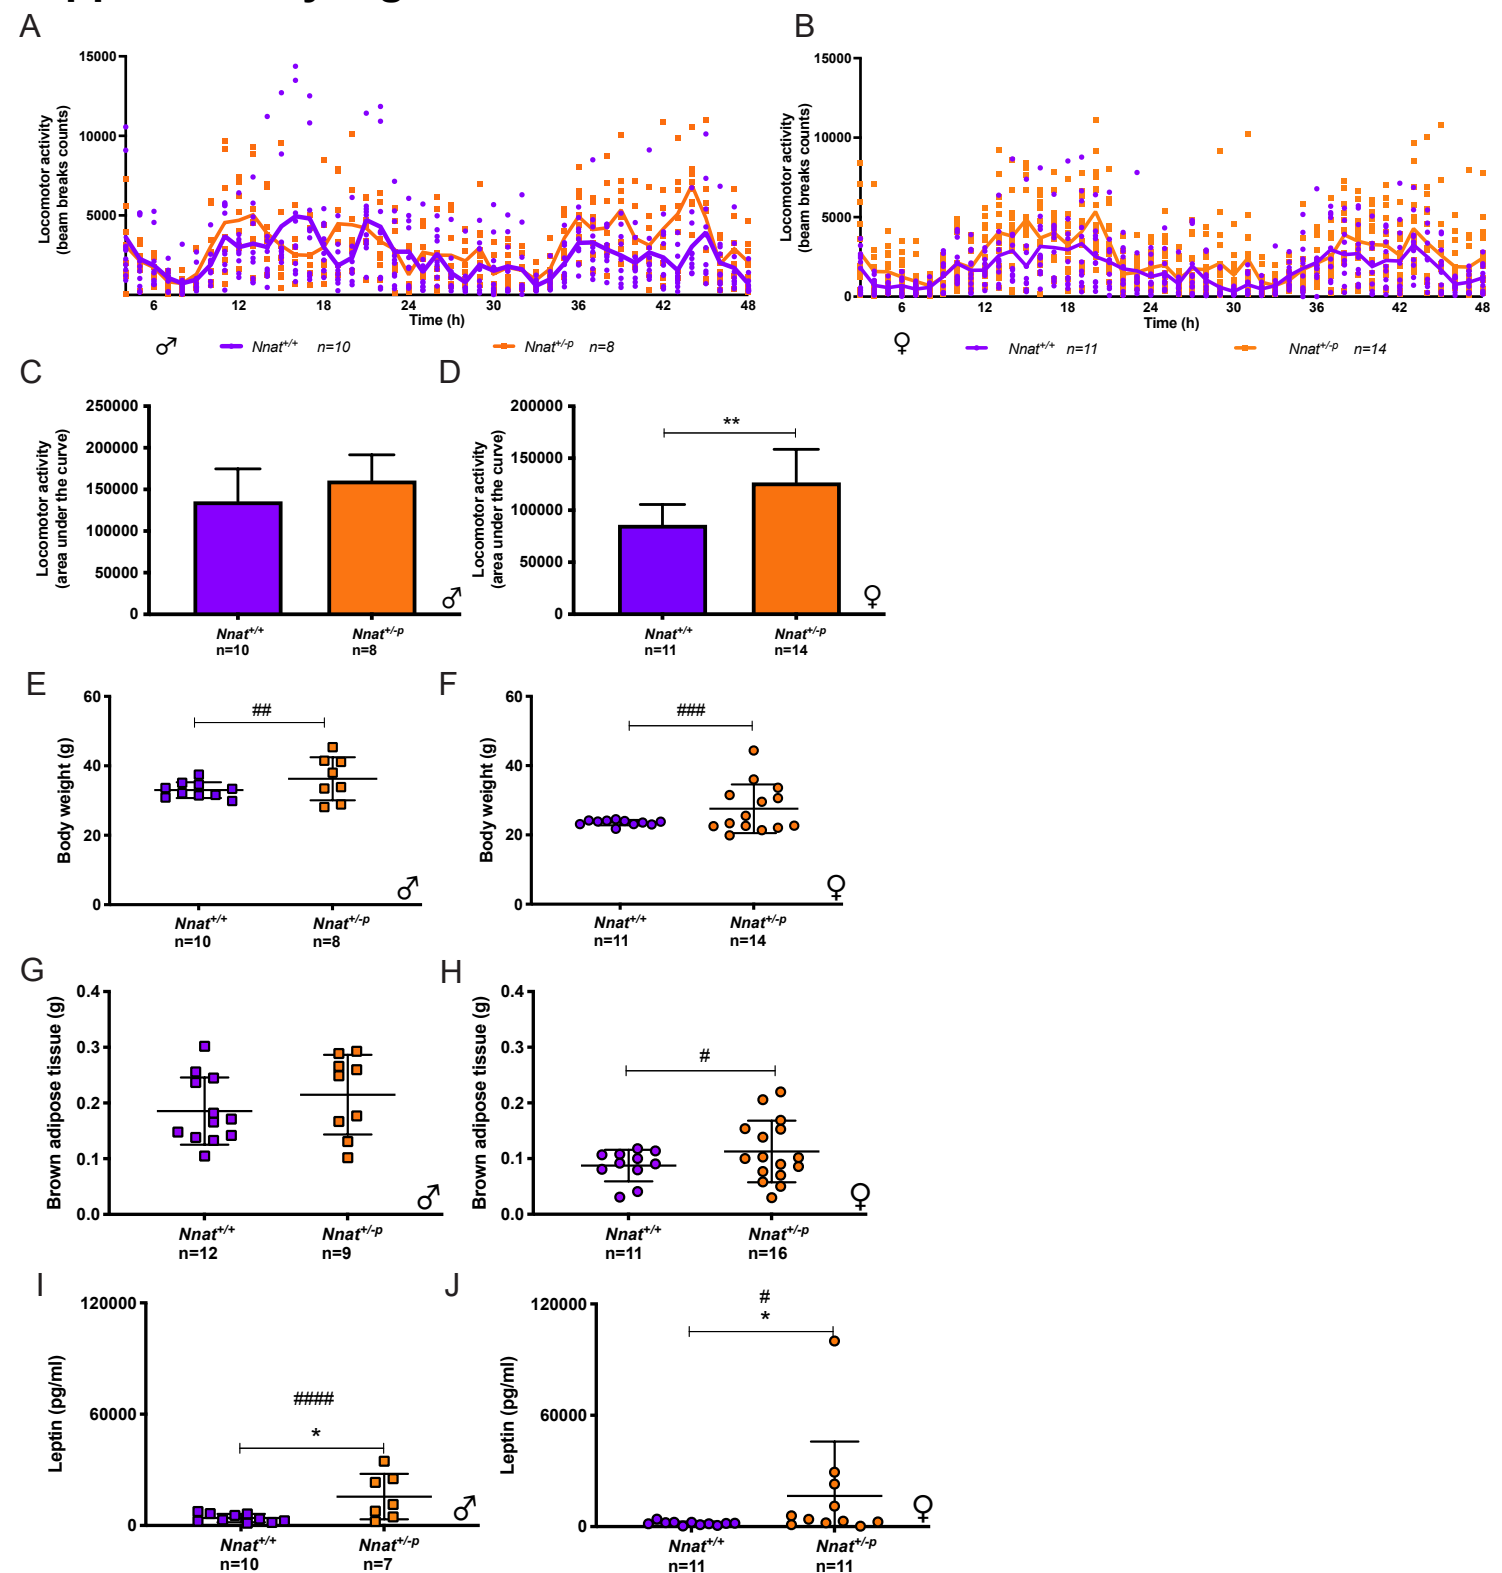

## Supplementary Figure 5. $Nnat^{+/-p}$ mice have a higher locomotor activity

**compared to  $Nnat^{+/+}$ .** Recorded locomotor activity of  $Nnat^{+/-p}$  and  $Nnat^{+/+}$  male (**A**) and female (**B**) mice during a period of 48 h in a calorimetry system. Analysis of the AUC of the locomotor activity in males (**C**) and females (**D**). Results are expressed as the mean hour activity in a period of 4 h  $\pm$  SEM. Body weight of male (**E**) and female (**F**) mice whose activity was recorded. Weight of Brown Adipose Tissue (BAT) collected from the interscapular region in male (**G**) and female mice (**H**) at 12-13 weeks of age (chow diet, standard temperature). Leptin levels in male (**I**) and female (**J**) mice (chow diet, standard temperature). Data are expressed as mean  $\pm$  SD, \*\*  $P < 0.01$  for Mann-Whitney test and ##  $P < 0.01$ , ###  $P < 0.001$  for Levine's test.

# Supplementary Figure 6.

A

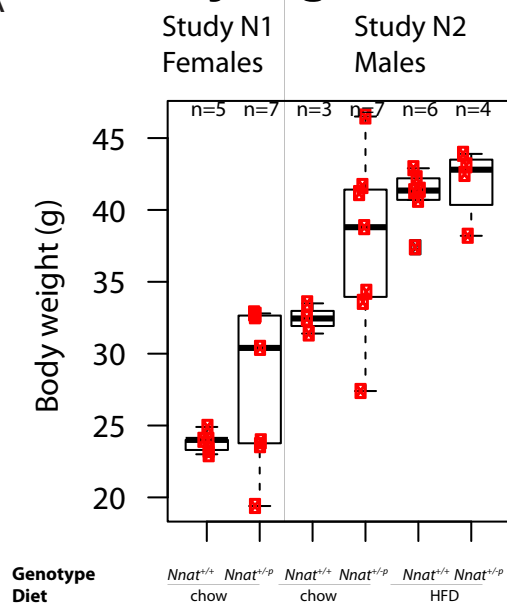

B

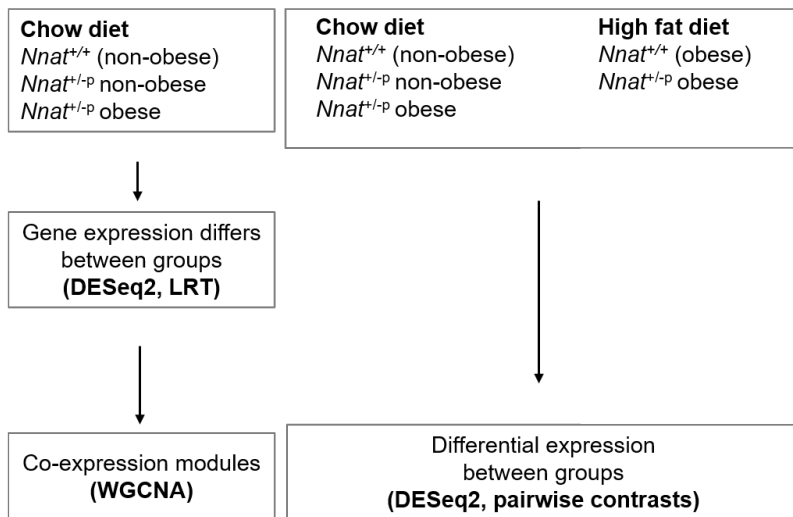

C

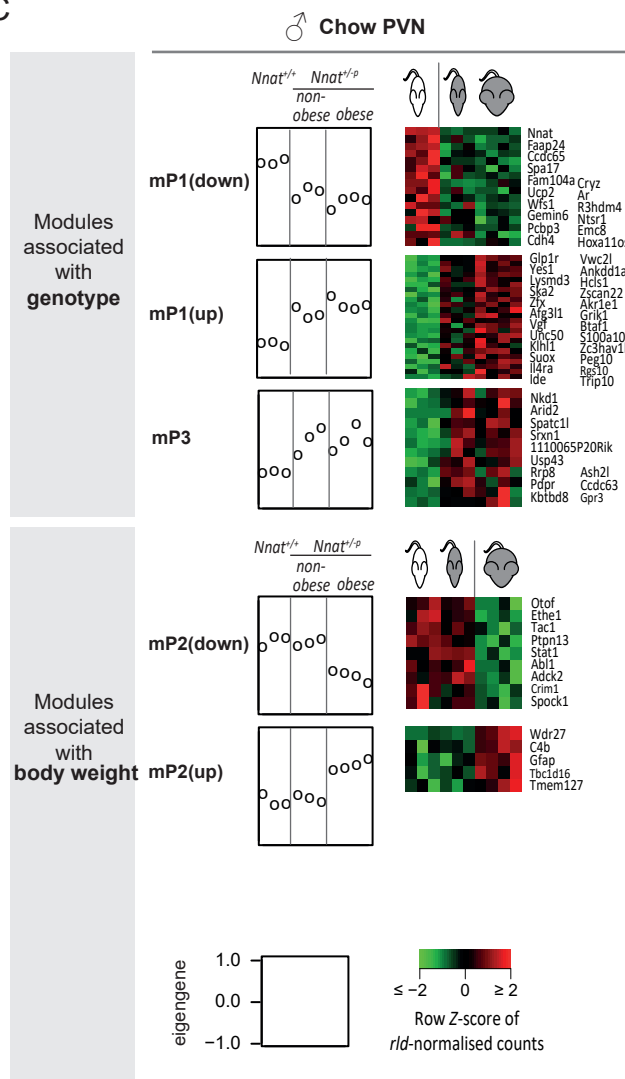

D

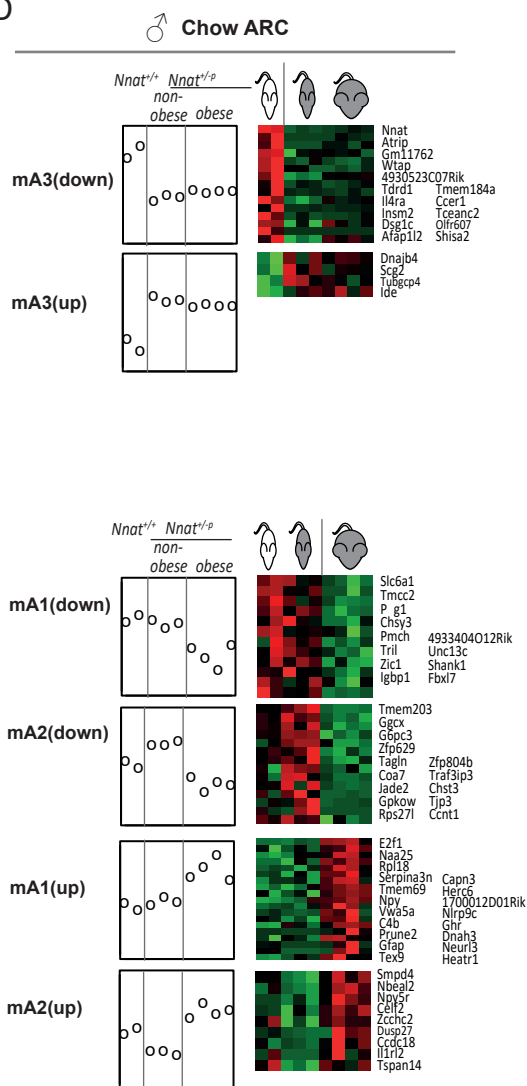

E

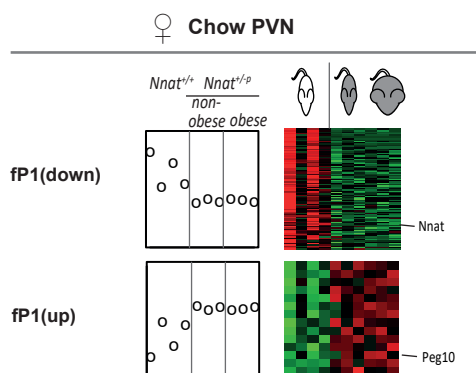

**Supplementary Figure 6. Transcriptomic analysis** (A) Body weights of female (left) and male (right) mice by genotype and diet. (B) Schematic showing the study design of the gene expression analysis. Full results are presented in Supplementary Table 1. (C) Illustration of co-expression modules from the PVN of chow-fed males which are associated with genotype (top) or body weight (bottom). Each module is split into *up* or *down* direction relative to the *Nnat*<sup>+/+</sup> group. Scatterplots show the module eigengene. Heatmaps illustrate the module genes which also satisfy Pearson correlation > 0.7 with the eigengene. (D) Illustration of co-expression modules from the arcuate nucleus (ARC) of chow-fed males which are associated with genotype (top) or body weight (bottom). (E) Illustration of co-expression modules from the PVN of chow-fed females which are associated with genotype.

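The genes named in the heatmaps of modules mP1 and mP3 other than *Nnat*, 51 in number, were looked up in the comparison of obese *Nnat* +/-p with *Nnat*+/+ chow-fed males. Of these, 50 passed the filter, and all 50 had the direction shown in the figure. An unadjusted p under 0.05 was found for 48 and 2 were called at an adjusted p under 0.25 (edgeR's quasi-likelihood test). The modules were chosen on these libraries, so this count is not independent evidence. Without the *Nnat*+/+ library labelled replicate 15, all 50 kept the direction, and 45 had an unadjusted p under 0.05.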

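The heatmaps of modules mA1 and mA2 name 54 genes, of which 52 passed the filter in the male ARC. In obese *Nnat* +/-p against *Nnat*+/+ mice, 50 of the 52 (96.2%) had the direction shown for obese mice, and 28 had an unadjusted p under 0.05 (edgeR's quasi-likelihood test). In obese against non-obese *Nnat* +/-p mice, 51 of the 52 had it and 41 had an unadjusted p under 0.05. The modules were chosen on these libraries, so neither count is independent evidence.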

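Clustering of the 51 genes that differed between the female subgroups gave 4 clusters. The largest, of 24 genes with *Nnat* among them, followed genotype, and the next, of 19 genes, followed obesity, so 25 genes in all went with genotype and 26 with obesity. *Peg10* (ENSMUSG00000092035, chromosome 6 of GRCm38 from 4747306 to 4760517) was 339 CPM (259 to 478, n = 4) in *Nnat*+/+, 517 ± 199 (SD, n = 3) in non-obese *Nnat* +/-p and 727 ± 191 (SD, n = 3) in obese *Nnat* +/-p females. Its log2 fold change in obese *Nnat* +/-p was 1.10 (standard error 0.31), with an unadjusted p of 0.00255 from the model fitted by edgeR across all genes, and in non-obese *Nnat* +/-p it was 0.61. It was not called in obese *Nnat* +/-p, at an adjusted p of 0.9997 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and DESeq2's Wald test gave an adjusted p of 0.1905 with Benjamini-Hochberg adjustment.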

Supplementary Figure 7.

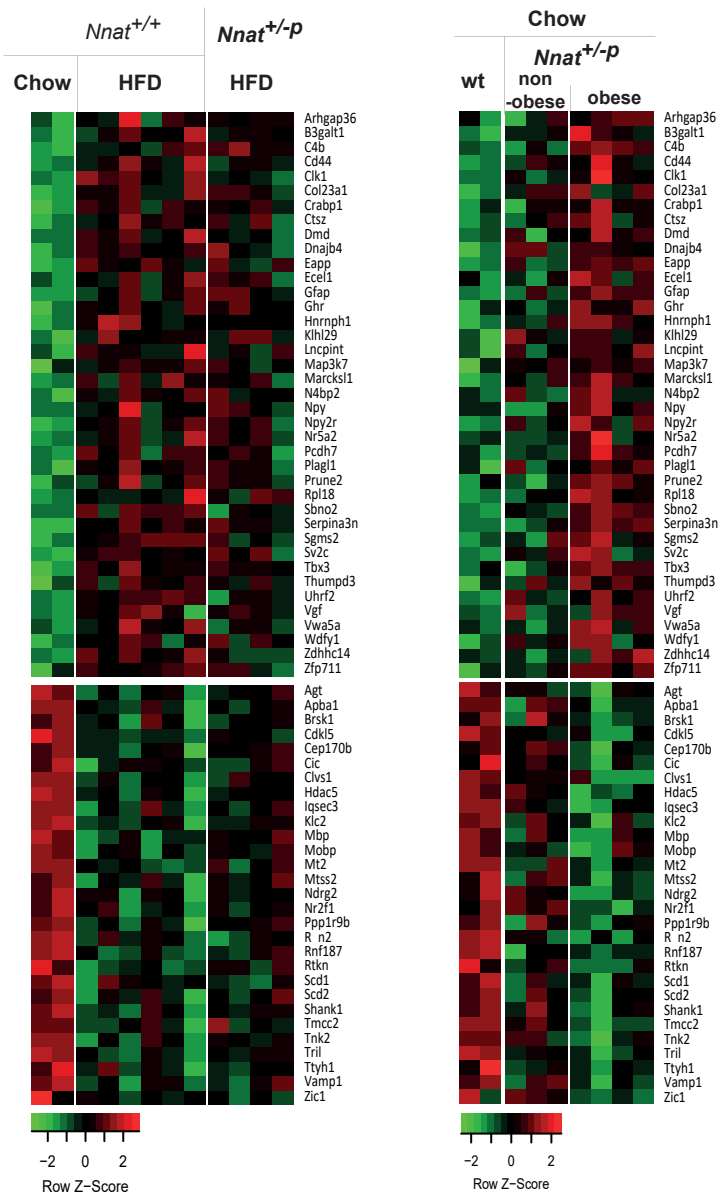

**Supplementary Figure 7.** In male ARC, genes differentially expressed in *Nnat*<sup>+/-</sup> HFD-fed versus *Nnat*<sup>+/+</sup> chow-fed mice (BH-adjusted  $p < 0.25$ ) and nominally differentially expressed in chow-fed obese *Nnat*<sup>+/-p</sup> vs *Nnat*<sup>+/+</sup> ( $p < 0.05$ ). Heatmaps illustrate expression profiles in chow-fed *Nnat*<sup>+/+</sup>, HFD-fed *Nnat*<sup>+/+</sup>, and HFD-fed *Nnat*<sup>+/-p</sup> mice (left), and expression profiles in chow-fed *Nnat*<sup>+/+</sup> and *Nnat*<sup>+/-p</sup> mice (right). The heatmaps show rid-transformed expression values which in this visualisation are displayed as row (within-gene) Z-scores with respect to the samples displayed within each separate heatmap (left, right). Differential expression analysis is provided in Supplementary Tables 1A, 1D.

**Supplementary Figure 8**

**Phospholamban**

**Sarcolipin**

**Neuronatin**

$\alpha$

$\beta$

Lumen

SR or ER membrane

Cytoplasm

-  **Phosphorylated Serine or Threonine**
-  **TM helix**
- 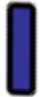 **Cytoplasmic helix**

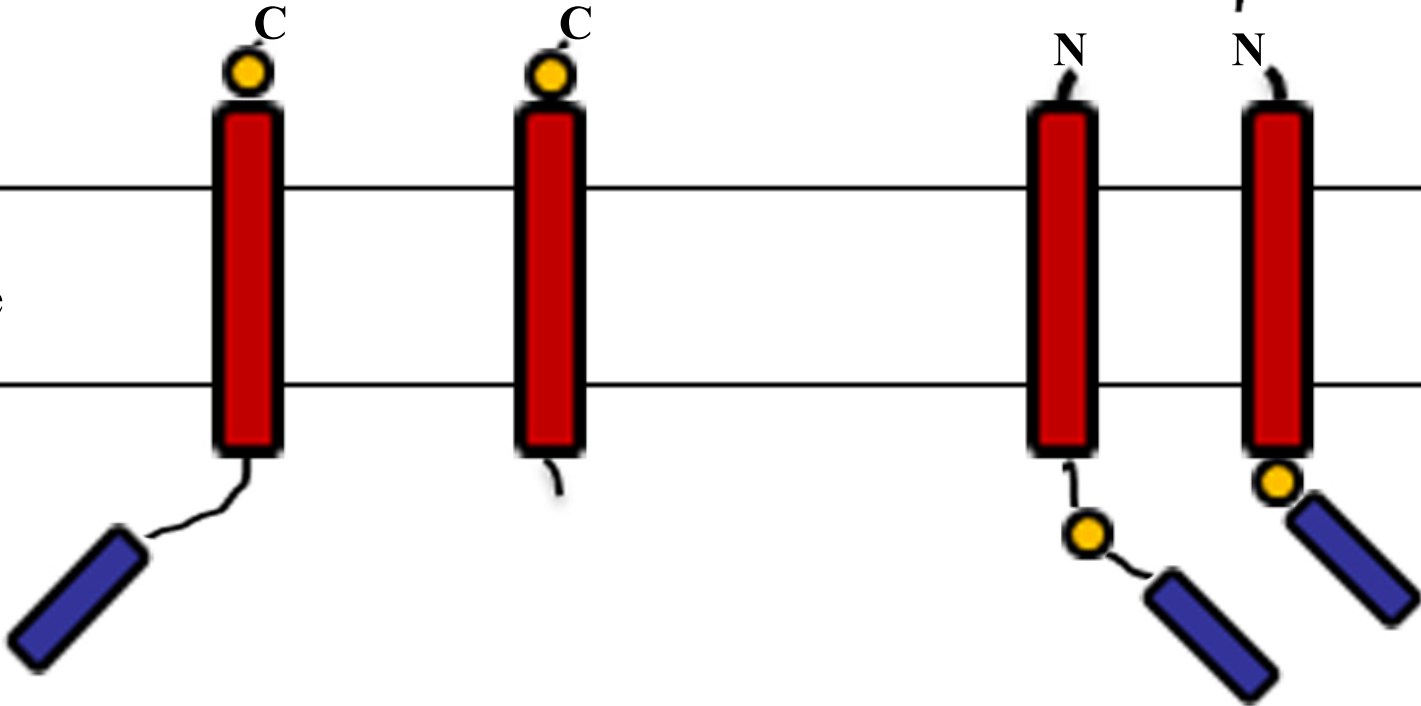

**Supplementary Figure 8.** Comparison of the membrane organisation of Phospholamban, Sarcolipin and Nnat ( $\alpha$  and  $\beta$ ) with their phosphorylation sites indicated. C, N, stand for C- and N-terminus. SR sarcoplasmic reticulum, ER endoplasmic reticulum, TM transmembrane helix.

# Supplementary Figure 9.

A

>sp|P01325|INS1\_MOUSE Insulin-1 OS=Mus musculus GN=Ins1 PE=1 SV=1

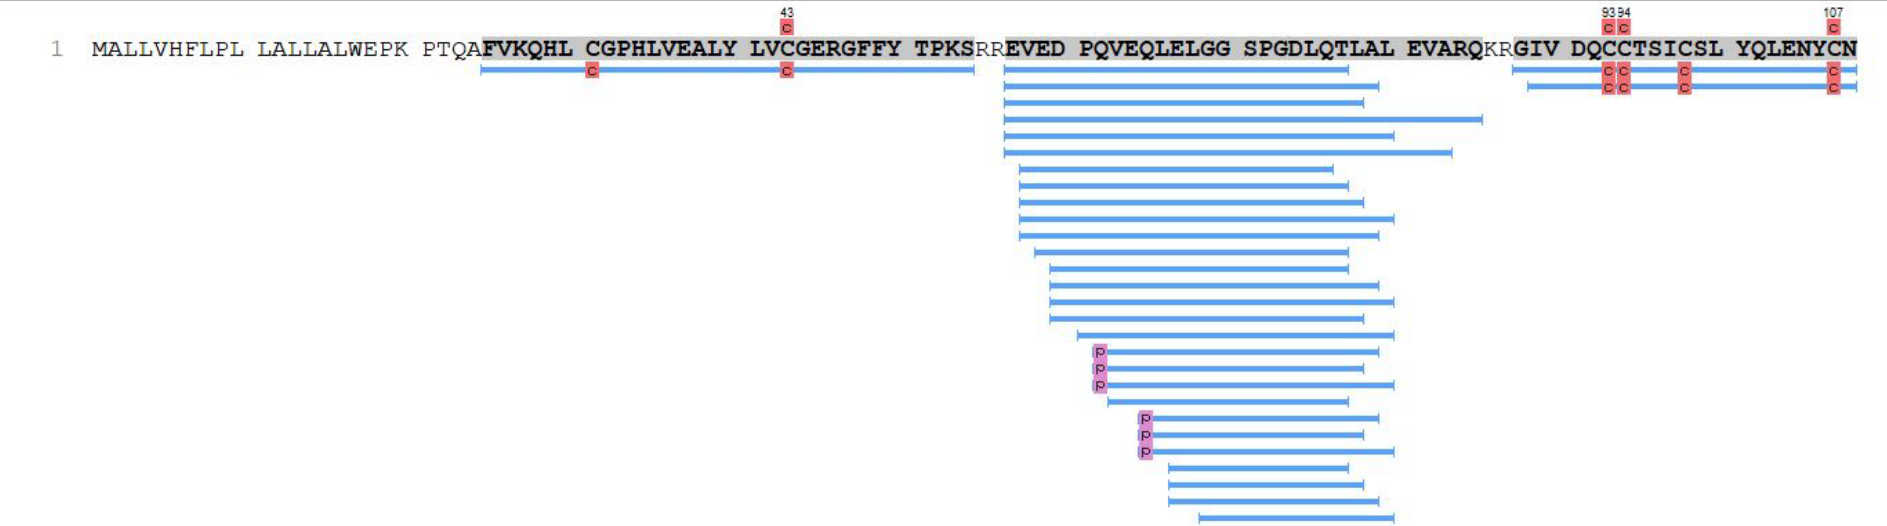

B

>sp|P01325|INS1\_MOUSE Insulin-1 OS=Mus musculus GN=Ins1 PE=1 SV=1

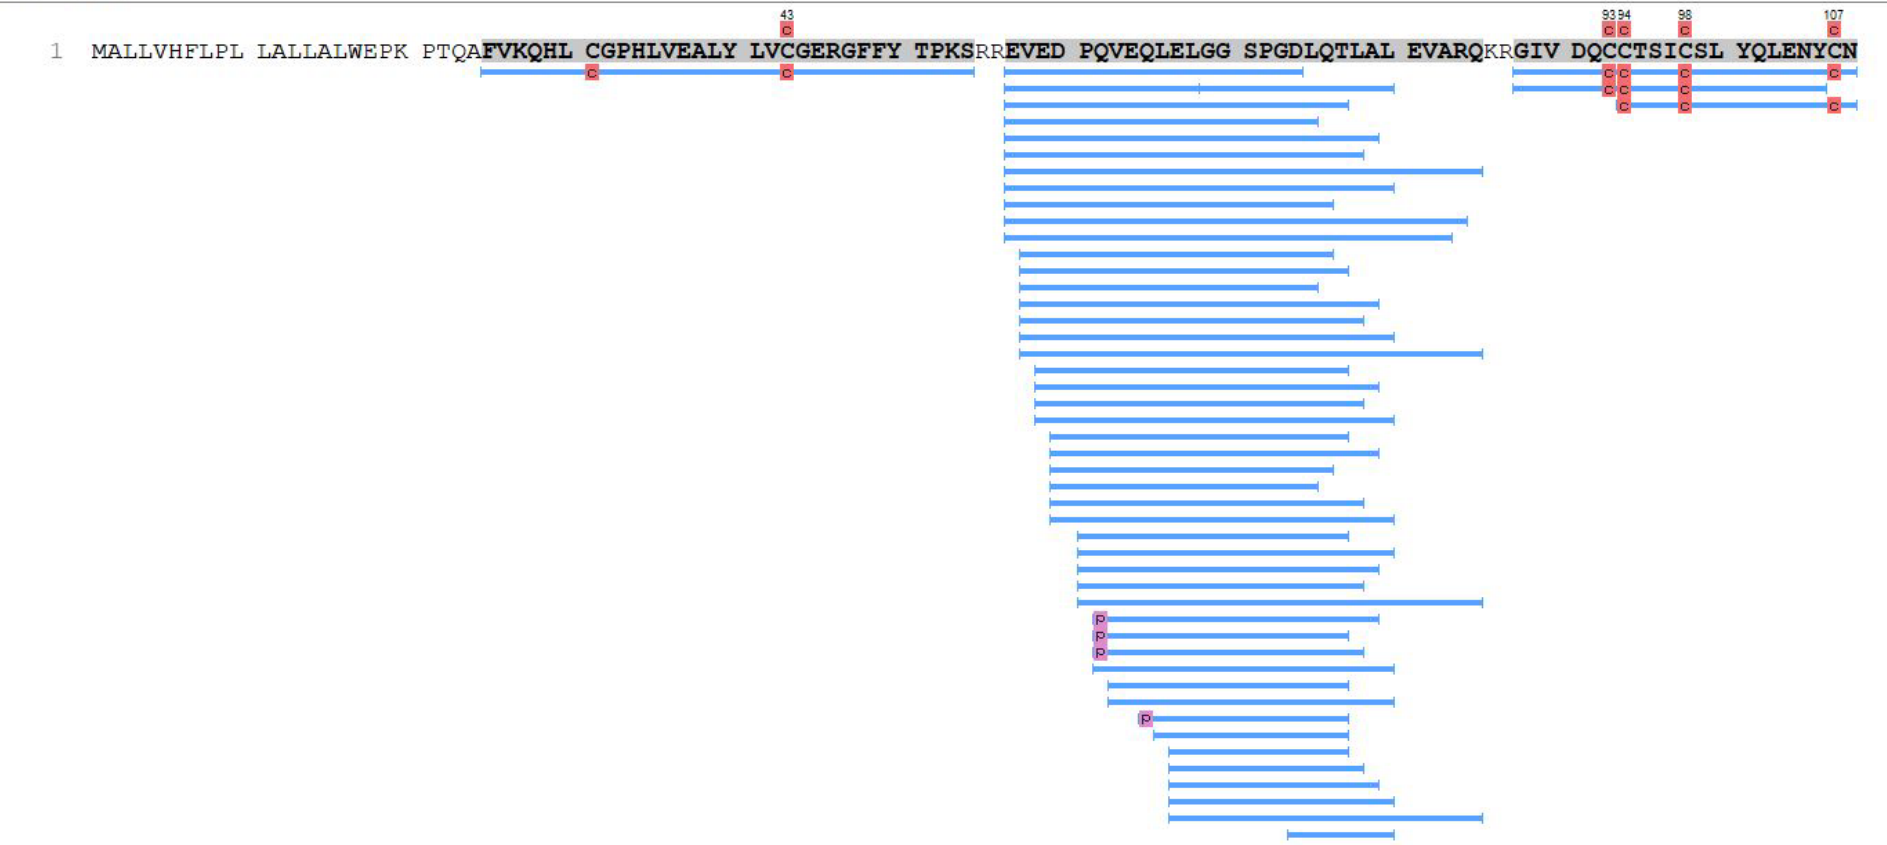

**Supplement:** Supplementary file 2 — Supplementary Figures.

How the deposited data were processed for this re-analysis (not part of the article)

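RNA was measured in the laser-captured PVN of chow-fed male and female mice, the PVN of HFD-fed males, and the ARC of chow-fed and HFD-fed males, in *Nnat*+/+ and *Nnat* +/-p mice. The deposited count tables hold the authors' read counts per gene, as whole numbers without normalization, from total RNA libraries of low input read as single-end reads. The paper's text does not name the aligner, the counting tool, the annotation release used in counting or the strand setting, and takes its gene annotation from org.Mm.eg.db. There were 53 libraries and 53379 Ensembl gene identifiers, of which 53274 were matched to a symbol in the GENCODE annotation of GRCm38.

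Conditions, weights and replicate numbers were taken from the deposited labels. *Nnat* +/-p mice on chow were divided into non-obese and obese by their labelled weight, as in the paper's methods. The library labelled replicate 32 was left unmapped, because its label names the ARC and the table that holds it is of the PVN. The 3 libraries under 25% of the median total of their table were left out, which leaves 49 libraries. Replicate numbers run from 1 to 53 and no label pairs littermates, so no paired analysis was possible. Replicates 39 and 40 of the ARC carry 1 labelled weight, which only 1 PVN library carries, and so are not known to be 2 mice. Replicates 1 and 2, and 7 and 8, of the female PVN also share a weight within their pair.

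Within each nucleus and sex, counts were fitted in R 4.3.3 with edgeR 4.0.16. The 3 chow-fed subgroups made one fit, and the comparisons with HFD used all male groups of the nucleus. Genes were kept by filterByExpr with a minimum count of 10, libraries were scaled by TMM factors, and groups were compared with the quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.25 were called. Genes that differed between the 3 subgroups at an unadjusted p under 0.01 were assigned to genotype or to obesity by the residual sum of squares of log2 CPM, with a prior count of 2. The WGCNA package was not available, and hierarchical clusters took the place of its modules. Total counts per library are given with each comparison. Few mice per group limit the precision more than depth does. Low counts add to this for genes with under 10 counts in most libraries of a comparison, such as *Ntsr1* in the PVN of chow-fed males.

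The fits were tested on simulated data in which 200 genes were changed in obese *Nnat* +/-p mice. The comparison of obese *Nnat* +/-p with *Nnat*+/+ recovered 95% of them in the male PVN, 80% in the female PVN and 99% in the ARC, with 19.1%, 17.9% and 23.8% of the calls false. Of the changed genes that passed the test of the 3 subgroups, at least 99.5% were assigned to obesity. In a second simulation 200 genes were changed in both *Nnat* +/-p subgroups, and at least 97.6% of those that passed were assigned to genotype.

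Named genes were chosen by a rule fixed before the data were examined. It takes every gene that the paper names in its transcriptomic results, the genes of 16 lists of marker genes (73 genes), and in each comparison the 3 called genes with the smallest p in each direction. Genes named outside this rule are said to be so where they appear. The main alternatives were fixed at the same time, and were an adjusted p under 0.05, DESeq2 1.42.0 (Wald test, or likelihood ratio test for the 3 subgroups), DESeq2's size factors (RLE) in edgeR, every gene with a total count over 1, all labelled libraries, only the 2 groups compared, limma 3.58.1 (voom with sample quality weights), each replicate left out in turn, and the libraries with conflicting weights left out. Alternatives added after the data were seen are the summed counts of replicates 39 and 40, the libraries 15 and 24 left out, DESeq2 in the comparison of the sexes, DESeq2's shrunken log2 fold changes, and a robust prior with every gene of a total count over 1.

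Marker lists were tested with limma's camera, with the correlation between genes estimated from the data. Overlap with HFD was compared with 50 simulations in which the same *Nnat*+/+ libraries serve both comparisons. The libraries were split or regrouped at random within each comparison of at least 3 against 3, up to 100 times, and where no more than 100 splits exist all were taken. The first runs of these took fewer draws for some comparisons and were extended to 84 or 100.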

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

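The tests of *Kif21a*, of *En2* across the sets of libraries, and of diet, other sources and scatter for the genes lower on HFD were chosen only after the result was seen, and the tests of the region of *En2* and of genomic DNA before.

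A difference between groups was found in the male ARC. The interaction of diet and genotype was called for 2 of 15753 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 604 had an unadjusted p under 0.05. For *Kif21a* the interaction was 5.29 on the log2 scale (standard error 0.89, adjusted p = 0.0165, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other gene was *Gm30806* (adjusted p = 0.0165, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was chosen after its values were seen and whose fitted fold change depends on the prior count. In the male PVN no gene was called, with 677 at an unadjusted p under 0.05. For *Kif21a*, one library per diet may carry the difference. Without the chow-fed *Nnat*+/+ library labelled replicate 34, 1 *Nnat*+/+ library is left and the log2 fold change in obese chow-fed *Nnat* +/-p mice was 0.08 in place of -2.41, a value with no test. In HFD-fed *Nnat* +/-p mice its CPM was 1660 ± 2890 (SD, n = 4). The interaction was not tested without these libraries, and a biological interaction was not tested apart from them.

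A signal outside the genes that the paper discusses was *En2* in the female PVN. It was counted in all 6 *Nnat* +/-p libraries and in none of the 4 *Nnat*+/+ libraries (adjusted p = 0.213 in obese *Nnat* +/-p, and 0.458 to 1 when 1 library was left out, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so that 6 of 6 lay above every *Nnat*+/+ library (two-sided exact permutation p = 0.0143, 0.0358 after Benjamini-Hochberg adjustment over 5 sets). The same direction was then looked for in the other sets, and the median was higher in *Nnat* +/-p in 5 of 5 sets. The exact permutation p was 0.15 in the chow-fed male PVN, 0.0222 in the chow-fed ARC, 0.0357 in the HFD-fed PVN and 0.00952 in the HFD-fed ARC. PVN and ARC libraries of males come from the same mice, and the female set is where the pattern was found, so the sets are not independent. In males some *Nnat*+/+ libraries had it, up to 7.52 CPM in replicate 13, and only 3 of 7 chow-fed *Nnat* +/-p PVN libraries lay above that. A change of the whole region was argued against by the 9 other tested genes within 1 Mb, whose median log2 fold change in obese females was -0.45 with 0 at an unadjusted p under 0.05. *En2* lies on chromosome 5 and *Nnat* on chromosome 2, so genetic background linked to the *Nnat* +/-p allele does not hold *En2* itself. Another difference of genetic background stays open, as does a direct effect of genotype, and neither was tested.

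Another signal lies in the diet comparison of the male PVN. The 196 genes lower in HFD-fed than in chow-fed *Nnat*+/+ mice had a mean log2 CPM of at least 2.14 in each chow-fed *Nnat*+/+ library and at most 0.49 in each HFD-fed library. An equal effect of diet in all mice was argued against by the chow-fed *Nnat* +/-p libraries, of which 2 of 7, replicates 16 and 22, lay at 0.444 and so below the highest HFD-fed library. A diet effect whose size differs between mice may explain it and stays open. In the ARC, 9 of 10 chow-fed libraries had a mean of at least 1.65, above every HFD-fed library (at most 1.48), and 13 of the genes were also lower on HFD there, where 0.832 would be expected by chance, although the ARC libraries come from the same mice. Reads from another source in part of the chow-fed libraries stay open as well. Over the chow-fed *Nnat* +/-p libraries the genes rose and fell together, with a median pairwise correlation of 0.539, where the highest of 200 random matched sets reached 0.159. Scatter between single libraries, as amplification of little RNA gives, was weighed in the 6 chow-fed *Nnat* +/-p mice with 1 library of each nucleus at their labelled weight. Their PVN and ARC means went together (Pearson's r = 0.913, exact permutation p = 0.0222, and Spearman's rho = 0.829, p = 0.0583). For the set genes that vary among these libraries r was 0.899, and 5 of 200 random matched sets had an r as high, so these values do not decide it. Genomic DNA was not settled either. Olfactory and vomeronasal receptor genes, 1425 in the annotation, had a median of 282 CPM in the chow-fed *Nnat*+/+ libraries and 67.6 in the HFD-fed PVN, although HFD-fed replicate 25 reached 199 CPM and chow-fed replicate 15 had 190. The 10 highest of them held 16% to 27.4% of these counts in the chow-fed *Nnat*+/+ libraries but 12.1% to 31% in the HFD-fed ones, so the spread over genes says nothing about a source. Batches of dissection or library preparation, which the labels do not give, stay open.

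A gap test looked for one library far from the others of its group, in 110 pairs of a group and a measure, and found 12. By chance about 1 in 20 would be found, so several of the 12 are what chance gives. Each value here is the gap to the nearest library over the range of the group. In the HFD-fed ARC they were *Ntsr1* in *Nnat* +/-p replicate 50 (lowest, 0.903), *Npy* in *Nnat*+/+ replicate 46 (highest, 0.634) and the total count of *Nnat*+/+ replicate 45 (highest, 0.635, with 31.3% of its 18058097 counts on *Gm42418*). In the chow-fed ARC they were *Nts* in non-obese *Nnat* +/-p replicate 43 (highest, 0.88), the ARC neuron list in obese *Nnat* +/-p replicate 37 (lowest, 0.839) and the thalamus and cortex list in obese *Nnat* +/-p replicate 42 (lowest, 0.831). In the female PVN they were *Nrgn* (highest, 0.842) and *Npy* (lowest, 0.865), both in *Nnat*+/+ replicate 2. In the HFD-fed PVN they were *Nts* (highest, 0.64), the PVN neuron list (lowest, 0.681) and the microglia list (lowest, 0.681) in *Nnat*+/+ replicate 24 and the astrocyte list in *Nnat*+/+ replicate 23 (highest, 0.697). Replicate 24 had the lowest score for PVN against ARC genes among the male libraries labelled PVN apart from replicate 15, at 0.232. A capture beside the PVN is a hypothesis that was not tested further, and no biological explanation was tested for these libraries.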

How the results depend on the processing

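The tests that use a robust prior, leave out replicates 15 and 24 together, sum replicates 39 and 40, or compare the sexes by DESeq2 were chosen only after the result was seen. Where a number or sign moved, the cause was not tested, except where the setting itself adds or removes libraries or genes.

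*Nnat* stayed lower in *Nnat* +/-p mice in every comparison of genotype under all alternatives run, and stayed called in all but one. The exception was non-obese *Nnat* +/-p females with all labelled libraries, with a log2 fold change of -5.74 and an adjusted p of 0.38 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all the settings run for this result the adjusted p ranged from 5.61e-44 to 0.38, the smallest from the total count filter described below. Of 61 results for 24 named genes, DESeq2 left 53 with the same sign and call, 3 became stronger and 4 weaker, and *Osbp2* on HFD in the ARC had no adjusted p. RLE factors left 58 and weakened 3. All labelled libraries left 52, reversed 4, strengthened 1 and weakened 4. Testing every gene with a total count over 1 left 59 and strengthened 2. Only the 2 groups compared left 54, with 1 stronger and 6 weaker, and voom left 51, with 2 reversed, 1 stronger and 7 weaker. Among the fits that each left out 1 replicate, 394 results stayed, 27 weakened, 26 reversed, 3 strengthened and 11 values with no test moved.

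The number of called genes depended on the setting in most comparisons. At an adjusted p under 0.05 it was 2 in obese and 1 in non-obese *Nnat* +/-p against *Nnat*+/+ male PVN, 1 in obese female PVN, 0 in obese against non-obese ARC, 26 in the HFD against chow PVN (4 higher, 22 lower) and 5 in the HFD against chow ARC (3 higher, 2 lower). With the Wald test of DESeq2, the calls were 38 in obese male PVN, 1 in obese against non-obese male PVN, 149 in obese, 264 in non-obese and 62 in obese against non-obese female PVN, 472 and 358 in the HFD against chow PVN and ARC, and 1 in HFD-fed *Nnat* +/-p ARC.

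Testing every gene with a total count over 1 changed the test itself, which was noticed only after the result was seen. The prior degrees of freedom, which set how far the variance of a gene is drawn to the shared one, were then infinite in 5 of 5 fits, where the other edgeR fits had 4.97 to 45.8. Each gene is then tested as if its own spread did not matter, and 1 library can make a gene called, as for *Osbp2* on HFD in the ARC (adjusted p = 1.43e-175, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 2440 calls over all comparisons, 1046 varied within their groups by more than 2 times the shared value. These calls are therefore likely too many, and they give no ground for preferring a larger number. A robust prior, chosen after seeing the data, left 88.2% to 97.7% of the genes with an infinite prior and so does not mend this. It called 27, 6 and 0 genes in the male PVN, 26, 222 and 179 in the female PVN and 2, 1 and 7 in the ARC, in the order used below, and 1586 (PVN) and 333 (ARC) on HFD against chow and 1 (PVN) and 8 (ARC) in HFD-fed *Nnat* +/-p.

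With every gene of a total count over 1, the calls were 43 in obese, 18 in non-obese and 6 in obese against non-obese male PVN. They were 107, 235 and 229 in the same female comparisons, and 25, 10 and 14 in those of the ARC. On HFD they were 1134 (PVN) and 547 (ARC) against chow, and 8 (PVN) and 64 (ARC) in *Nnat* +/-p. RLE factors gave 1 in non-obese male PVN, 1 in obese female PVN and 0 in obese against non-obese ARC. Voom gave 2 in obese and 1 in non-obese male PVN, 9 in obese and 3 in non-obese female PVN, 1 in non-obese ARC and 700 in the HFD against chow ARC. With only the 2 groups compared, there were 2 in obese and 1 in non-obese male PVN, 7 in obese, 1 in non-obese and 0 in obese against non-obese ARC, 678 in the HFD against chow ARC and 1 in HFD-fed *Nnat* +/-p ARC.

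All labelled libraries add replicates 5, 7 and 35, whose totals are low. The calls were then 936 in obese, 6 in non-obese and 622 in obese against non-obese female PVN, 1 in non-obese and 0 in obese against non-obese ARC, and 499 in the HFD against chow ARC. The genotype share fell to 32.9% (286 of 868 genes) in the female PVN and rose to 78.2% in the ARC, and the overlap with HFD rose to 185 genes. Of the genes of modules mA1 and mA2, 68.8% (33 of 48) then had the sign of obese mice on HFD (two-sided exact binomial p = 0.0133), where 63.5% (p = 0.0704) had it without these libraries.

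Without the libraries of conflicting weights (replicates 44 and 51), 44 genes were called in the HFD against chow ARC (30 higher, 14 lower) and the overlap was 12 genes. Of these libraries the labels give weights of the other genotype in the PVN. HFD-fed *Nnat* +/-p in place of HFD-fed *Nnat*+/+ mice gave an overlap of 2. The libraries 15 and 24 left out together, a setting chosen after seeing the data, gave 974 calls in the HFD against chow PVN (323 higher, 651 lower). Hierarchical clusters gave genotype shares of 95.7% in the male PVN and 49% in the female PVN. The sexes shared 5 genes at an unadjusted p under 0.01, and 4 of those called by DESeq2, which was chosen after seeing the data.

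With each replicate left out in turn, the calls ranged from 2 (without replicate 17) to 21 (without 13) in obese and from 1 (without 19) to 9 (without 13) in non-obese male PVN, and stayed at 0 in obese against non-obese male PVN. They fell from 2 to 1 in each of the 7 fits in obese female PVN, ranged from 1 to 3 (without 11) in non-obese female PVN, and stayed at 0 between obese and non-obese females. They ranged from 2 (without 42) to 4 (without 37) in obese, from 2 to 3 (without 43) in non-obese and were 0 without 36, 39, 41, 42 or 43 and 1 in the other fits in obese against non-obese ARC. HFD against chow ranged from 82 (without 26) to 1083 (without 15) in the PVN and from 50 (without 46) to 253 (without 45) in the ARC, and HFD-fed *Nnat* +/-p mice stayed at 1 in the PVN and ranged from 2 to 4 (without 53) in the ARC. The genotype share ranged from 59.5% to 77.3% in the male PVN, from 54.6% to 88.6% in the female PVN and from 7.14% to 19.5% in the ARC, where it was 20% with the counts of replicates 39 and 40 summed.

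Log2 fold changes that changed sign were close to 0 in most cases. With voom, *Blcap* in non-obese *Nnat* +/-p male PVN was -0.061 and *Ucp2* in non-obese *Nnat* +/-p females was 0.074. All labelled libraries gave 1.35 for *Ucp2* in obese and 0.22 in non-obese *Nnat* +/-p females, and 0.30 for *Npy* and -0.14 for *Tbx3* in non-obese *Nnat* +/-p ARC. The counts of replicates 39 and 40 summed, a setting chosen after seeing the data, gave -0.0099 for *Tbx3* there. Without the libraries of conflicting weights, *Npy* in HFD-fed *Nnat* +/-p against *Nnat*+/+ ARC was -0.17.

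The other sign changes came from leaving out one replicate. *Blcap* ranged from -0.29 (without replicate 15) to 0.027 (without 14) in obese and from -0.46 (without 18) to 0.43 (without 19) in non-obese *Nnat* +/-p male PVN, where it was also -0.020 without 15. It ranged from -0.081 (without 31) to 0.25 (without 29) in HFD-fed *Nnat* +/-p PVN and from -0.076 (without 52) to 0.10 (without 49) in HFD-fed *Nnat* +/-p ARC, where it was also negative without 44 (-0.013) or 46 (-0.030). *Ntsr1* in obese *Nnat* +/-p females ranged from -1.49 (without 12) to 0.57 (without 4), and was also positive without 1 (0.12), 6 (0.16) or 8 (0.14). *Nrgn* ranged from -0.10 (without 8) to 1.05 (without 2) in obese *Nnat* +/-p females and from -0.12 (without 31) to 1.27 (without 23) in HFD-fed *Nnat* +/-p PVN. *Ucp2* in non-obese *Nnat* +/-p females ranged from -0.35 (without 11) to 0.30 (without 10), and was 0.057 without 4.

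*Npy* in non-obese *Nnat* +/-p ARC ranged from -0.33 (without 38) to 0.20 (without 43), and was 0.19 without 40. *Tbx3* there ranged from -0.26 (without 33) to 0.87 (without 34), values with no test since 1 *Nnat*+/+ library is left, and was -0.11 without 39. In HFD-fed *Nnat* +/-p against *Nnat*+/+ ARC, *Npy* ranged from -0.34 (without 50) to 0.87 (without 46), and was negative without 44 (-0.058), 45 (-0.062), 47 (-0.12), 48 (-0.020), 49 (-0.047) or 51 (-0.034). *Tbx3* ranged there from -0.27 (without 50) to 0.060 (without 46). Results for *Ntsr1* in the PVN of chow-fed males are limited by few counts in most of those libraries. They are also limited by the spread between the *Nnat*+/+ libraries, from 0.436 to 16 CPM without TMM factors. Depth was not tested as a cause.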

Differences from the paper's values

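Values of the paper are marked as the paper's. No test was chosen after the result was seen for the counts of genes in the next paragraphs, and the scale of the log2 fold changes, DESeq2's shrunken values, was chosen after seeing the data. The paper's methods name DESeq2's Wald test for pairwise comparisons and the likelihood ratio test for the subgroups.

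In the male PVN, 4 genes (2 up, 2 down) were called between obese *Nnat* +/-p and *Nnat*+/+ mice against the paper's 38 (27 up, 11 down). Of the alternatives set before the data were examined, DESeq2's Wald test gave 38 (27 up, 11 down) and the genes with a total count over 1 gave 43, with 18 up but 25 down. That filter makes edgeR ignore the spread of each gene, here and below, so numbers near the paper's under it do not explain the gap. The others closed none of the 3 numbers. In non-obese mice, 0 genes were up and 2 down against the paper's 1 up and 1 down. Among the same alternatives DESeq2's Wald test and the fits without replicates 13, 15 or 18 gave 1 up, and an adjusted p under 0.05, RLE factors, voom, only the 2 groups compared and the fits without replicates 15, 19 or 22 gave 1 down. Without replicate 15 both numbers were reached, and the other alternatives did not close these gaps.

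In the female PVN, 2 genes (1 up, 1 down) were called between obese *Nnat* +/-p and *Nnat*+/+ mice against the paper's 133 (14 up, 119 down). DESeq2's Wald test gave 149 (19 up, 130 down), the genes with a total count over 1 gave 107 (14 up, 93 down), and all labelled libraries gave 138 down but 936 in all. In non-obese mice, 1 gene (0 up, 1 down) was called against the paper's 193 (58 up, 135 down). DESeq2's Wald test gave 264 with 176 down, and the genes with a total count over 1 gave 235. No alternative set before the data were examined closed the gap in the number up, which was 88 with DESeq2 and 186 with the total count filter, and the other alternatives closed none of these gaps.

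In the male ARC, 36 genes were associated with obesity against the paper's 62 in its modules mA1 and mA2. DESeq2's likelihood ratio test gave 74, and the fits without replicates 37, 38, 40 or 43 gave 52, 53, 52 and 64. The other alternatives set before the data were examined did not close the gap.

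The log2 fold changes of Supplementary Table 1A, of which 1284 genes were at hand, are on the scale of DESeq2's shrunken values. On that scale, chosen after seeing the values, 1280 of 1280 compared genes lay within 0.01 of the paper's in both chow-fed comparisons of the male PVN with *Nnat*+/+. In the other comparisons fewer did, 964 of 1282 in HFD against chow PVN, 157 of 1282 in HFD-fed *Nnat* +/-p PVN, 709 of 1264 in obese ARC and 214 of 1264 in non-obese ARC. The libraries used differ from the paper's at least in the non-obese ARC, where its Supplementary Fig. 6D plots 3 libraries and 4 were used here, and the paper does not name the one that is not plotted. Replicate 32, HFD-fed *Nnat* +/-p with a nucleus that its labels leave open, was not used here. *Nnat* in HFD-fed *Nnat* +/-p against *Nnat*+/+ PVN was -7.08 by edgeR and -4.57 on the shrunken scale (standard error 0.29) against the paper's -4.94. In obese *Nnat* +/-p against *Nnat*+/+ ARC it was -6.52 by edgeR and -3.09 shrunken (standard error 0.26) against the paper's -3.40. None of the alternatives set before the data were examined closed either gap. *Tbx3* in non-obese *Nnat* +/-p against *Nnat*+/+ ARC was 0.20 by edgeR and 0.05 shrunken (standard error 0.26) against the paper's -0.11. All labelled libraries gave -0.14, the fit without replicate 33 gave -0.26 and the fit without replicate 39 gave -0.11, and the other alternatives set before the data were examined kept a positive sign.

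The paper names *Ntsr1* in a module of the male PVN and among the genes lower in *Nnat* +/-p mice. It was lower here too, at a log2 fold change of -3.73 with every gene of a total count over 1, but failed the filter and had an adjusted p of 0.737 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2's Wald test it had -3.77 and an adjusted p of 0.364 with Benjamini-Hochberg adjustment. The paper places *Ucp2* among the lower genes, and its adjusted p was 0.684 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2's Wald test called it, at an adjusted p of 0.245 with Benjamini-Hochberg adjustment, but not without replicate 15. The paper reports *Npy* as higher in HFD-fed *Nnat*+/+ mice, and here it was 2.20 but not called (adjusted p = 0.263, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the other settings run its adjusted p ranged from 1.32e-05, with the total count filter, to 0.4808, without replicate 46. In obese chow-fed *Nnat* +/-p ARC neither *Npy* (1.17) nor *Tbx3* (0.99) was called.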

Other observations

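The tests of replicate 15, of *Npy* with *Pomc*, of *Osbp2*, of the number of genes that differ between the ARC subgroups, and of the overlap with HFD other than the simulations without a group difference were chosen only after the result was seen.

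The chow-fed *Nnat*+/+ library labelled PVN replicate 15 had few counts of PVN neuron genes. *Avp*, *Oxt* and *Sim1* together had 7 counts, where 7748 would be expected at its depth from replicates 13 and 14, so low depth is argued against. A score of 50 genes higher in the PVN and 50 higher in the ARC, taken from 3215 genes that separate the other libraries, was -1.01 in replicate 15. The other male libraries labelled PVN lay between 0.232 and 2.5, and those labelled ARC between -2.36 and 0.116. The library labelled ARC replicate 35 scored 3.46 and had 151 counts of the 3 genes in a total of 271324. An exchange of the PVN and ARC libraries of one mouse, which share a labelled weight, is a candidate explanation. A capture that missed the PVN would lower the same genes in replicate 15, but not raise them in replicate 35. Conditions were kept as labelled. The library labelled replicate 32, of unknown nucleus, scored 2.12, within the range of the male libraries labelled PVN. This lies above the range given for those labelled ARC. Replicate 32 shares a labelled weight, 42.5 g, with ARC replicate 53, and was not assigned by these values.

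Replicate 15 may decide several results of the male PVN. *Nrgn* in obese *Nnat* +/-p had an adjusted p of 1 without it (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), where the other fits that each left out 1 mouse gave as little as 7.16e-05. Of the 38 genes called by DESeq2 in obese *Nnat* +/-p mice, 9 were also called without it, among 21 called then. The 37 other than *Nnat* were looked up in HFD-fed mice, which share no library with them, and 19 had the same sign (two-sided exact binomial p = 1) and 3 an unadjusted p under 0.05. All 38 were tested by edgeR, which called 4. The genes of modules mP1 and mP3 had the sign of the figure for 28 of 51 (54.9%, two-sided exact binomial p = 0.576) in HFD-fed *Nnat* +/-p against *Nnat*+/+ mice. An effect of genotype that differs by diet stays open. The interaction of diet and genotype was called for 0 of 17576 genes in the male PVN, these genes among them. The smallest adjusted p was 0.2946 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not tested for these genes as a set.

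Splits of the libraries give the number of calls that other divisions of the same mice reach. In the chow-fed male PVN, 4 of 35 splits gave as many called genes as obese *Nnat* +/-p against *Nnat*+/+, with up to 23, and 2 of 10 as many as non-obese *Nnat* +/-p against *Nnat*+/+, where 10 splits cannot give a share under 0.05. For obese against non-obese *Nnat* +/-p, 35 of 35 did, with up to 73. In the female PVN, 1 of 35 gave as many as obese *Nnat* +/-p against *Nnat*+/+, the real one alone. For non-obese *Nnat* +/-p 6 of 35 did, with up to 3399, and for obese against non-obese *Nnat* +/-p 10 of 10, with 0 called. In the chow-fed ARC, 9 of 35 gave as many as obese against non-obese *Nnat* +/-p. For HFD against chow *Nnat*+/+ PVN, 2 of 84 did. In HFD-fed *Nnat* +/-p against *Nnat*+/+, 6 of 84 did in the PVN and 26 of 100 in the ARC. The groups with 2 *Nnat*+/+ libraries in the chow-fed ARC were not split.

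Regroupings of the 3 subgroups gave as many genes at an unadjusted p under 0.01 in 74 of 100 cases in the male PVN, 47 of 100 in the female PVN and 98 of 100 in the ARC, where the median was 100.5 genes and 41 were observed. A genotype share as high as in the male PVN came up in 9 of 100, so group sizes alone could give it. A share as low as in the ARC came up in 3 of 100, which argues against group sizes alone, though 2 *Nnat*+/+ libraries carry that comparison and its 41 genes are no more than chance gives. In an earlier run of 60 regroupings this number had stood at the threshold. For the interaction of sex and genotype, all 100 of 100 regroupings gave as many called genes, since 0 were called in the real one. The tables that hold both male and female libraries number 0, so sex, pool and depth cannot be told apart.

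The overlap between obese chow-fed *Nnat* +/-p and HFD-fed *Nnat*+/+ ARC can come from the chow-fed *Nnat*+/+ libraries that both comparisons share. In 50 of 50 simulations without any group difference, the share of genes with the same sign was as high as observed, with a mean of 98.3%. The number of shared genes was not reached there, with a mean of 0.68 and at most 4 against the observed 28. These simulations called only 0.72 genes on HFD on average. With a diet difference and none between the chow-fed groups, 50 of 50 simulations gave as large an overlap, but they called 951 genes on HFD on average, where 174 were called in the data. The overlap was therefore also taken as a percent of the genes called on HFD, a test added after the first was seen. It was as high as the observed 16.1% in 49 of 50, with a mean of 18.5% and a range of 15.7% to 21%. Obese against non-obese *Nnat* +/-p mice share no library with the HFD comparison, and 60% of their genes had the same sign. They shared 15 genes with it, 13 in the same direction, where 7.38 would be expected. That share was first to be compared with an even division of signs, which it exceeds, and after it was seen it was compared with splits of the libraries instead, since genes are not independent. Of the 70 splits of the 8 *Nnat* +/-p libraries, each counted in both directions, 10 gave a share as high, within a range of 31.2% to 68.8%, and 13 gave as many shared genes in the same direction, with up to 39. Replicates 39 and 40 count as 2 libraries there. A shared response to obesity stays open, but is not needed for the overlap. Non-obese *Nnat* +/-p against *Nnat*+/+ shared 11 genes with HFD, where 3.3 would be expected. In the PVN, obese *Nnat* +/-p against *Nnat*+/+ shared 67 with HFD against chow, and obese against non-obese *Nnat* +/-p shared 4. Of the genes of modules mA1 and mA2, 33 of 52 (63.5%) had the sign of obese mice on HFD (two-sided exact binomial p = 0.0704), where simulations averaged 72.3% without a group difference and 66% with a diet difference alone. In HFD-fed *Nnat* +/-p against *Nnat*+/+ ARC, 31 of 52 (59.6%) had it.

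*Npy* and *Tbx3* may be higher in obese *Nnat* +/-p mice because more of the captured tissue was ARC. Over the 20 ARC libraries used, *Npy* followed *Pomc* (Pearson's r = 0.754, permutation p = 0.00015, adjusted p = 0.00084, and Spearman's rho = 0.768, permutation p = 0.00011, adjusted p = 0.00066, over 6 relations by Benjamini-Hochberg adjustment). Without the 2 libraries farthest from the median of *Pomc*, r was 0.76, and it was 0.527 when taken within chow-fed libraries only. Within chow-fed libraries r was 0.637 (permutation p = 0.0421, adjusted p = 0.0505, n = 10) and rho was 0.588 (permutation p = 0.0809), and within HFD-fed libraries r was 0.771 (permutation p = 0.00958, adjusted p = 0.0192, n = 10). *Pomc* and *Tbx3* had r = 0.719 over all 20 (permutation p = 0.00028, adjusted p = 0.00084), 0.715 on chow and 0.447 on HFD (permutation p = 0.192). Spearman's rho of *Pomc* with *Tbx3* on chow was lower, at 0.479 (permutation p = 0.165). The ARC neuron list holds *Npy* and *Tbx3*, which the study picked from these libraries, so its rise is not independent of them. A rise of *Npy* with body weight stays open.

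Of the 16 marker lists in 183 tests, 19 had an adjusted p under 0.25 (limma's camera with Benjamini-Hochberg adjustment), 16 up and 3 down, and 29 an unadjusted p under 0.05. PVN neurons were up in obese *Nnat* +/-p (median log2 fold change 0.59, adjusted p = 0.205) and non-obese *Nnat* +/-p male PVN (0.40, 0.24), which replicate 15 could carry, and in HFD-fed *Nnat* +/-p ARC (0.56, 0.157). ARC neurons were up in the ARC of obese *Nnat* +/-p against *Nnat*+/+ (1.08, 0.205) and non-obese *Nnat* +/-p (1.01, 0.157) and on HFD (2.22, 0.157). Immediate early genes were up in obese *Nnat* +/-p females against *Nnat*+/+ (2.07, 0.157) and non-obese *Nnat* +/-p (1.35, 0.195). Oligodendrocyte genes were down on HFD in the ARC (-0.88, 0.157) and up in HFD-fed *Nnat* +/-p PVN (0.48, 0.157) and ARC (0.57, 0.157). Thalamus and cortex genes, a list that holds *Nrgn*, were down in obese *Nnat* +/-p male PVN (-1.15, 0.205) and on HFD in the PVN (-1.13, 0.157). The lists of the ventromedial nucleus, lateral hypothalamus, astrocytes, microglia, endothelium, ependyma and tanycytes, choroid plexus, red blood cells, Y chromosome and female X inactivation had no adjusted p under 0.25, and their smallest were 0.292, 0.292, 0.373, 0.375, 0.373, 0.373, 0.384, 0.437, 0.393 and 0.292. A value of -0.181 for astrocytes in the ARC is weighed next to the reactive genes.

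Reactive astrocyte genes (*Gfap*, *Serpina3n*, *C4b* and *Vim*) were up as a list in 6 comparisons, though not every gene was. Their median log2 fold change was 2.19 in obese *Nnat* +/-p ARC (adjusted p = 0.157), 0.97 in obese against non-obese ARC (0.205), 0.83 in obese *Nnat* +/-p female PVN (0.157), 0.66 in obese *Nnat* +/-p male PVN (0.176), and 1.96 (ARC) and 0.52 (PVN) on HFD (0.157 each), all by limma's camera with Benjamini-Hochberg adjustment. In obese *Nnat* +/-p male PVN *Serpina3n* went the other way (-1.08, standard error 0.58), and *Vim* was lower in obese *Nnat* +/-p ARC (-0.22) and in obese against non-obese ARC (-0.58) and near 0 in obese *Nnat* +/-p females (-0.02). More astrocytes in the capture are argued against by the astrocyte list, whose median in obese *Nnat* +/-p ARC was -0.181. A hypothesis is that obesity goes with astrocyte reactivity in these nuclei, but batches of dissection stay open and the paper does not report on it.

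Single libraries carried other called genes. *Osbp2* in HFD-fed *Nnat* +/-p ARC had a log2 fold change of 5.60 (standard error 0.87, adjusted p = 0.00308, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but 1 of 4 *Nnat* +/-p libraries, replicate 52, held 1820 CPM, and without it the adjusted p was 0.9501 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Kif21a* in obese chow-fed *Nnat* +/-p ARC had a log2 fold change of 0.07719 without replicate 34. In the female PVN, 51.7% of the genes called by DESeq2 in obese *Nnat* +/-p had no count in 50% or more of the libraries of one group, so genes counted in few libraries may make up much of that number, although edgeR tested 128 of the 149 and gave 113 of them an unadjusted p under 0.05.

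Other values belong at no claim. Among HFD-fed mice, *Nnat* had a log2 fold change of -7.08 in the PVN (standard error 0.42, adjusted p = 1.57e-13) and -7.45 in the ARC (standard error 0.35, adjusted p = 8.29e-16), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1 and 2 genes were called, with 174 and 715 at an unadjusted p under 0.05. HFD against chow *Nnat*+/+ PVN called 251 genes (55 higher, 196 lower) among 17576. The largest changes by p included *Gm47791* (-9.53, adjusted p = 0.000606), *Gm16638* (-5.28, 0.000731), *Nrgn* (-3.02, 0.00685, but -1.32 and 0.281 without replicate 15), *Glp1r* (2.88, 0.00898), *Rrp8* (4.33, 0.0185) and *Zfx* (1.36, 0.0256), all by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the ARC they included *Serpina3n* (2.82, 0.00949), *Sardh* (-3.26, 0.00949), *Cartpt* (1.91, 0.0143), *Gm16638* (-3.61, 0.0182) and *Alx4* (-4.23, 0.0604), by the same test and adjustment. The 85 pairs of replicates within a group all differed by more than counting error, the smallest chi-square per degree of freedom being 8.36, and replicates 39 and 40, labelled with one weight, gave 60.95.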
